# Activin-mediated alterations of the fibroblast transcriptome and matrisome control the biomechanical properties of skin wounds

**DOI:** 10.1038/s41467-020-16409-z

**Published:** 2020-05-25

**Authors:** Mateusz S. Wietecha, Marco Pensalfini, Michael Cangkrama, Bettina Müller, Juyoung Jin, Jürgen Brinckmann, Edoardo Mazza, Sabine Werner

**Keywords:** Mechanisms of disease, Transcriptomics, Skin diseases

## Abstract

Matrix deposition is essential for wound repair, but when excessive, leads to hypertrophic scars and fibrosis. The factors that control matrix deposition in skin wounds have only partially been identified and the consequences of matrix alterations for the mechanical properties of wounds are largely unknown. Here, we report how a single diffusible factor, activin A, affects the healing process across scales. Bioinformatics analysis of wound fibroblast transcriptome data combined with biochemical and histopathological analyses of wounds and functional in vitro studies identify that activin promotes pro-fibrotic gene expression signatures and processes, including glycoprotein and proteoglycan biosynthesis, collagen deposition, and altered collagen cross-linking. As a consequence, activin strongly reduces the wound and scar deformability, as identified by a non-invasive in vivo method for biomechanical analysis. These results provide mechanistic insight into the roles of activin in wound repair and fibrosis and identify the functional consequences of alterations in the wound matrisome at the biomechanical level.

## Abstract (web summary)

The relationship between histopathology, gene expression, and biochemical and mechanical properties of wounds is largely unknown. Here, the authors show that activin A alters wound healing at multiple levels by promoting pro-fibrotic gene expression and matrix deposition, thereby affecting biomechanical properties of skin wounds.

## Introduction

Injury to the skin triggers a well-coordinated repair program that aims to restore the wounded area^1^. It is initiated by blood clotting and rapid mounting of an inflammatory response, followed by migration and proliferation of various cell types. This results in the formation of new tissue, which undergoes maturation during a long remodeling phase^1–3^. Unfortunately, skin defects involving the dermis result in formation of scars, which lack all appendages and have reduced tensile strength and deformability^2,3^. Scar formation can be excessive as seen in hypertrophic scars and keloids^4^. The extent of scarring is coordinated by growth factors and cytokines that control deposition and remodeling of connective tissue^5^ as well as by biophysical factors, such as mechanical tension^6^. However, the contribution of individual factors to different aspects of the scarring response is largely unknown.

The major producers of the extracellular matrix (ECM) in the wound and the resulting scar are fibroblasts and in particular myofibroblasts^7^. Wound (myo)fibroblasts have recently been well characterized with regard to origin, gene expression profile, cell fate, and scarring potential^8–14^. However, the effect of different biochemical and biophysical factors on the fibroblast expression profile and phenotype in skin remains to be determined. In particular, it is unclear how alterations in the fibroblast transcriptome affect the matrisome and ultimately the mechanical properties of the skin. Addressing this question requires innovative strategies to measure different biomechanical parameters of the wound tissue at physiological levels of tension and stretch. Most published studies on wound biomechanics determined rupture properties of healing tissue, thereby applying largely over-physiological deformations^15,16^. We recently established an ex vivo protocol to characterize wound stiffness at physiological stretch magnitude^17^. So far, the only in vivo investigation providing a local characterization of the mechanical behavior of skin wounds was based on indentation, which pushes the skin downwards. This provided insight into the in vivo level of out-of-plane stiffness of healing tissue, which showed reduced compliance compared to the healthy tissue^18^. Here, we establish a protocol for the non-invasive analysis of physiological in-plane wound deformation behavior in vivo, and we use it to investigate the relationship between the fibroblast transcriptome, the wound matrisome, and the biomechanical properties of wounds over the time course of healing.

We further determine how these parameters are affected by a cytokine that is relevant for the wound healing process. We chose activin A (hereafter activin), since inhibition of its activity by overexpression of its secreted antagonist follistatin in keratinocytes of transgenic mice delayed healing^19^, while activin overexpression in keratinocytes accelerated re-epithelialization and also granulation tissue formation of excisional wounds^20,21^. However, activin does not directly enhance keratinocyte proliferation^22^, suggesting that it promotes wound healing mainly via cells in the dermis/granulation tissue. Keratinocyte-derived activin can reach these cells because of its high diffusibility. Thus, activin acts as an endocrine acting hormone^23,24^ and also as a classical morphogen^25^, and activin serum levels are elevated in the transgenic mice overexpressing this protein in keratinocytes^26^.

Consistent with an effect of activin on the dermis/granulation tissue, depletion of regulatory T cells reduced the healing-promoting effect of activin^27^. However, activin also promotes proliferation and migration of cultured fibroblasts and expression of collagen type I by these cells^21,28,29^, suggesting that it may promote healing via this cell type. Therefore, we use mice overexpressing activin in keratinocytes^21^ as a model system to determine the effect of a single cytokine on the wound healing process across scales and we determine the underlying mechanisms in skin fibroblasts in vitro. The results provide mechanistic insight into the effect of activin on wound repair and demonstrate how modifications in the fibroblast transcriptome translate into histological, biochemical, and mechanical alterations of skin wounds.

## Results

### Activin promotes collagen maturation in skin wounds

To assess potential effects of activin on wound fibroblasts and matrix deposition by these cells, we analyzed Herovici-stained sections of full-thickness wounds. As expected, mice overexpressing activin in keratinocytes (Act mice) exhibited a significantly higher proportion of closed (re-epithelialized) wounds and a larger granulation tissue at day 5 after injury compared to wild-type (WT) controls (Fig. 1a, b). Five- and 7-day wounds of Act mice had a higher density of newly deposited (young) collagen (light blue; Fig. 1a, c, Supplementary Fig. 1a). From day 10 onwards, highly crosslinked, mature collagen (purple) appeared in the wound bed and further extended during the remodeling phase. Wounds from Act mice showed a greater density of mature collagen at these time points and also a longer granulation tissue/early scar tissue at days 10 and 21 post-injury (Fig. 1a, c, d, Supplementary Fig. 1a).

**Fig. 1:**
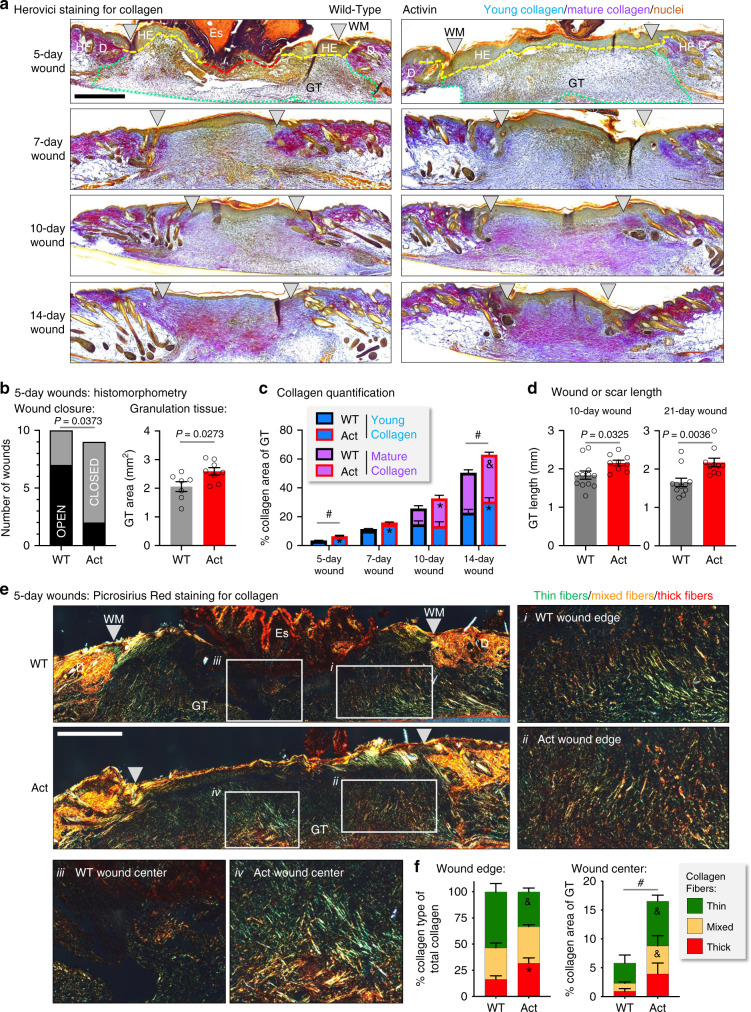
Activin promotes collagen deposition and maturation in healing skin wounds. **a** Representative photomicrographs of Herovici-stained sections of 5-, 7-, 10-, and 14-day wounds from WT and Act mice. Yellow dotted line represents extent of hyperproliferative wound epidermis; red dotted line represents extent of open wound; green dotted line represents area of granulation tissue. **b** Left: Number of closed (fully re-epithelialized) or open wounds. *n* = 10 for WT, *n* = 9 for Act mice. Right: Granulation tissue area. *n* = 7 for WT, *n* = 8 for Act mice. **c** Quantification of young, mature, and total collagen density in skin wounds. *n* = 7, 11, 12, 11 for WT, *n* = 6, 11, 10, 8 for Act mice, for 5-, 7-, 10-, or 14-day wounds, respectively. ^&^*P* < 0.10, *P < 0.05, ^#^*P* < 0.05 (total collagen) for Act vs WT at each time point. **d** Length of granulation tissue/scar tissue in 10- and 21-day wounds. *n* = 12 for WT, *n* = 9 for Act mice (10d), and *n* = 11 for WT, *n* = 10 for Act mice (21d). **e** Representative photomicrographs of Picrosirius Red-stained sections from 5-day wounds with insets for corresponding areas in wound edge (i, ii) and wound center (iii, iv). **f** Quantification of collagen fiber types at the wound edges relative to total collagen (left) and in the wound centers relative to GT area (right). *n* = 4 for both genotypes. ^&^*P* < 0.10, *P < 0.05, ^#^*P* < 0.05 (total collagen) for Act vs WT. Graphs show mean ± SEM and *P* values; two-sided Chi-square test (**b** left), two-tailed Student's *t-*test (**b** right, **c**, **d**, **f**); see Supplementary Fig. 1a, b for all individual comparisons and *P* values in **c** and **f**. All *n* numbers indicate biological replicates. Gray triangles represent wound margins (WM); HE hyperproliferative epithelium, HF hair follicle, D dermis, Es eschar, GT granulation tissue. Scale bars: 500 µm. Source data are provided as a Source Data file (Fig. 1).

Picrosirius Red staining identified a higher proportion of thick collagen fibers in 5-day wound edges of Act mice (red; Fig. 1e i and ii, f, Supplementary Fig. 1b, c) and a higher abundance of all collagen fibers in the wound centers (Fig. 1e iii and iv, f, Supplementary Fig. 1b, c). Collagen type III was restricted to the wound edge in 5-day wounds of WT mice, but already covered the whole granulation tissue in Act mice. By day 7, it extended to the entire wound bed in mice of both genotypes, but Act wounds exhibited thicker and more densely packed collagen fibers (Supplementary Fig. 1d, e).

### Wound fibroblasts have a distinct transcriptional signature

To gain insight into the molecular mechanisms underlying the effect of activin on the wound matrix, we characterized fibroblasts of normal and wounded skin. Flow cytometry analysis of wound cell suspensions using the pan-fibroblast marker PDGFRɑ (CD140a^30^), combined with exclusion of immune cells (Fig. 2a), showed that the relative fibroblast frequency in 3- and 5-day wounds nearly tripled compared to unwounded skin in WT animals and was further elevated (approximately 1.5-fold) in Act mice at these time points, while this difference was no longer observed at day 7 when the wounds were closed (Fig. 2b). Fibroblasts were then FACS-sorted from normal skin (NS) and 5-day wounds (5dw) and subjected to RNA sequencing. 

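The sorted cells were live cells that carried CD140a, the receptor encoded by Pdgfra, and lacked the leukocyte markers CD45, CD11b and F4/80. Act mice carry the INHBA transgene in keratinocytes, and their WT littermates served as controls. The RNA of 3 animals was pooled for each library, poly-A RNA was read as single 100 bp reads, and the authors aligned the reads to GRCm38 in CLC Genomics Workbench 12. There were 3 libraries from WT NS, 3 from Act NS, 3 from WT 5dw and 2 from Act 5dw, since the authors excluded the Act 5dw library numbered 2 after quality control. The 2 libraries left in that group carry the numbers 1 and 3. Values are RPKM, reads scaled to the length of the gene and to the mapped reads of the library, for 47643 gene symbols in 11 libraries, and 21178 of these genes were at 0 in every library.

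The number of mapped reads behind each RPKM value was worked out from the values themselves. It was 18649321 to 29718956 in WT NS (median 25225536), 22973068 to 24094687 in Act NS (median 23928744), 38740404 to 39702138 in WT 5dw (median 38786924), and 20531292 and 25626301 in Act 5dw. The deepest library held 2.13 times the reads of the shallowest. RPKM values cannot be entered as counts, so the groups were compared with limma-trend on log2(RPKM + 0.5), with 1 mean for each of the 4 groups and 7 residual degrees of freedom. The test covered the 11979 genes with an RPKM of at least 1 in at least 2 libraries, and the p-values of each comparison were adjusted by the Benjamini-Hochberg method. Adding 0.5 pulls the log2FC of weakly expressed genes towards 0. DEGs are genes with an adjusted p under 0.05. Unless another setting is named, no further scaling between libraries was applied, values per group are the mean and SD of RPKM, and coordinates are those of the GENCODE M21 annotation of GRCm38. How the authors' counting treated strand and reads that match several genes is not given in the sources used here, so the share of 31-base sequences that a gene has in common with other genes is given where it is large.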

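The first principal component (PC1) of log2(RPKM + 0.5) over the 11979 genes and 11 libraries held 76.1% of the variance, PC2 held 7.06% and PC3 4.39%. On PC1 the 6 NS libraries lay between -53.9 and -31.7 and the 5 5dw libraries between 51.2 and 59.3. The gap between the tissues was therefore larger than the whole spread within either of them. PC2 parted NS libraries rather than tissues: WT NS replicate 1 lay at 22.4 and Act NS replicate 1 at 35.7, while the other 4 NS libraries lay between -18 and -7.42. The share of PC1 moved most when every gene was given unit variance, to 56.1%, and it was 86.7% over the 500 most variable genes.

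**Figure D1:**
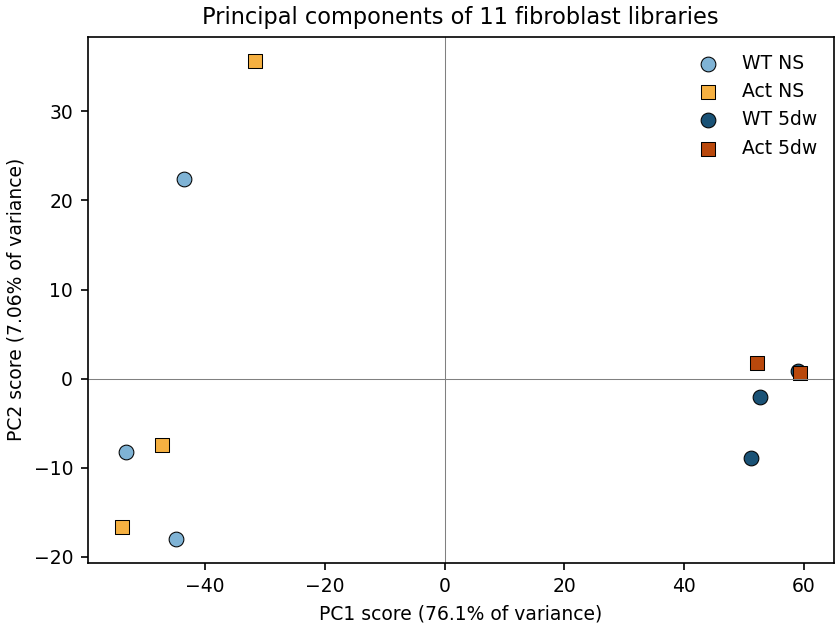
Scores of the 11 libraries on PC1 and PC2, in log2 units, with 1 point per library and the 4 groups marked. The NS libraries sit at -31.7 or below on PC1 and the 5dw libraries at 51.2 or above.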

Principal component analysis (PCA) of the data showed clear differences between 5dw and NS fibroblast transcriptomes (Supplementary Fig. 2a). 

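When genes were ranked by their mean RPKM over the 6 NS libraries and over the 5 5dw libraries, 79 of the top 100 genes were the same in both tissues. These 79 included 4 collagen genes, 8 ribosomal protein genes and 8 mitochondrially encoded genes. The top 100 genes took 35.8% of the summed RPKM in NS and 40.9% in 5dw. Between WT 5dw and WT NS the median absolute log2FC of the 79 genes was 0.34, with 66 of them under 1, and 30 of them were DEGs. Dcn (chromosome 10, 97479609 to 97518143) ranked 2 in NS and 9 in 5dw. Its RPKM was 4394 ± 442 (SD, n = 3) in WT NS, 4016 ± 234 (n = 3) in Act NS, 1867 ± 164 (n = 3) in WT 5dw and 1869 ± 240 (n = 2) in Act 5dw, and the log2FC between WT 5dw and WT NS was -1.23 (standard error 0.15, adjusted p = 7.96e-05 from limma). Every 5dw library was below every NS library, with 1699 to 2048 against 3805 to 4825. Col1a1 (chromosome 11, 94936224 to 94953042) ranked 3 and 1. It went from 3376 ± 1309 in WT NS to 9159 ± 986 in WT 5dw, a log2FC of 1.51 (standard error 0.30, limma adjusted p = 0.00159), and each of the 5 5dw libraries, at 7761 to 10277, was above the 6 NS libraries. Col1a2 (chromosome 6, 4504814 to 4541544) ranked 9 and 4, with 1924 ± 530 in WT NS, 3983 ± 346 in WT 5dw and a log2FC of 1.08 (standard error 0.23, limma adjusted p = 0.00256), again higher in every 5dw library. Col3a1 (chromosome 1, 45311538 to 45349706) ranked 6 and 2, with 2405 ± 645 in WT NS, 7399 ± 419 in WT 5dw and a log2FC of 1.66 (standard error 0.20). Among the other genes of Fig. 2c, Eef1a1 had a log2FC of -0.08 (standard error 0.15), although 72.3% of its 31-base sequences occur in other genes and its log2FC was 0.37 after median-ratio scaling of the libraries. Clec3b, on chromosome 9, had a log2FC of -1.80 (standard error 0.27) and Sparc, on chromosome 11, of 1.43 (standard error 0.22).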

The majority of the most highly expressed genes, including the genes for decorin (*Dcn*) and fibrillar collagens (*Col1a1*, *Col1a2*, *Col3a1*), were expressed at similarly high levels in fibroblasts from NS and 5dw. They enriched for genes expressed in fibroblast cell lines (Fig. 2c, bold, Supplementary Fig. 2b), reflecting the purity of the sorted cells. 

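Lists of marker genes for cell types, written down without reference to the RPKM values, gave the levels of fibroblast and other transcripts in the libraries. The 14 fibroblast markers had a median RPKM of 518 in NS and 532 in 5dw. Pdgfra (chromosome 5, 75152292 to 75198215), which encodes the antigen used for sorting, had 56.1 ± 7.98 in WT NS, 55.7 ± 5.47 in Act NS, 35.8 ± 1.45 in WT 5dw and 31.8 ± 3.13 in Act 5dw. The 10 pan-immune markers had a median of 0.145 in NS and 0.113 in 5dw. The most abundant of them was Arhgdib, at 14.2 and 11, and the other 9, Ptprc (CD45) among them, reached at most 0.851 in any library. Median RPKM values in NS and 5dw were 0.333 and 0.411 for macrophage markers, 0.0199 and 0.0564 for neutrophil markers, 0.2 and 0.479 for T cell markers, 0.534 and 0.502 for endothelial markers and 2.91 and 1.5 for pericyte markers. They were 0.432 and 0.0963 for adipocyte markers, 0.281 and 0.0836 for skeletal muscle markers and 0.69 and 0.135 for Schwann cell markers. Single genes of these lists stood higher, among them Cd14 at 13 in 5dw, Tek at 21.9 in NS, Ndufa4l2 at 69 in 5dw and Lpl at 86.4 in NS. Thy1, which is in the T cell list and in the fibroblast list, had 250 in NS and 162 in 5dw. The 14 keratinocyte markers had a median of 135 in NS and 26.4 in 5dw, and their most abundant gene in NS was Krt10 at 807. The gene sets of fibroblast cell lines behind Supplementary Fig. 2b were not used here.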

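Between WT 5dw and WT NS, 6978 of the 11979 genes were DEGs, 1132 higher and 5846 lower in 5dw. Between Act 5dw and Act NS there were 5459 (1083 higher, 4376 lower), between Act 5dw and WT NS 6584 (944 higher, 5640 lower), and between WT 5dw and Act NS 6137 (1449 higher, 4688 lower). Without scaling between libraries the median log2FC of all genes in these 4 comparisons was -0.40, -0.31, -0.43 and -0.28. Median-ratio scaling removed these shifts and made the directions nearly even, with 2684 higher and 2655 lower between WT 5dw and WT NS, 2384 and 2492 between Act 5dw and Act NS, 2297 and 2211 between Act 5dw and WT NS, and 2875 and 2927 between WT 5dw and Act NS. The number of DEGs between Act 5dw and Act NS was 3505 without Act 5dw replicate 3, and between Act 5dw and WT NS it was 4316 without that library.

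The genotypes differed in 2 genes in NS and in 4 genes in 5dw. At an unadjusted p under 0.05 there were 824 genes in NS and 386 in 5dw. The median log2FC of all genes was -0.11 in NS and -0.04 in 5dw. Under median-ratio scaling there were 3 DEGs in NS and 2 in 5dw, and with limma-voom on the reads worked out from RPKM, a setting chosen after seeing the data, 1 and 2. The count in NS moved most without any filter on low values, to 9, and the count in 5dw likewise, to 18. In NS it was 7 without WT NS replicate 1, 0 without WT NS replicate 2, 0 without WT NS replicate 3, 4 without Act NS replicate 1 and 1 without Act NS replicate 2. In 5dw it was 0 without either Act 5dw library, 1 without WT 5dw replicate 1, WT 5dw replicate 2, Act NS replicate 2 or Act NS replicate 3, and 2 without WT 5dw replicate 3 or WT NS replicate 2.

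**Figure D2:**
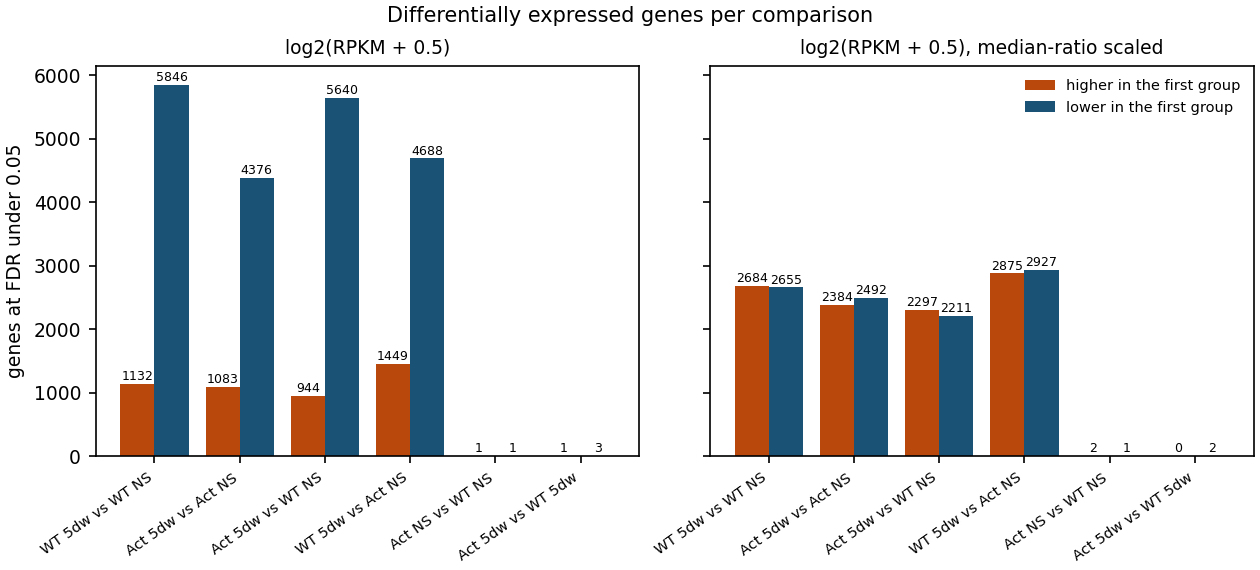
Number of DEGs in each comparison, on the vertical axis, split into genes higher and lower in the first group. The 4 comparisons of 5dw with NS hold 5459 to 6978 DEGs and the 2 comparisons of genotypes hold 2 and 4.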

Wounding induced strong transcriptional alterations in fibroblasts from WT and Act mice, while comparisons of fibroblasts between genotypes yielded only very few highly statistically significant differences in NS or 5dw (Fig. 2d, Supplementary Fig. 2c). 

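In a principal component analysis of the 5 5dw libraries alone, PC1 held 38.6% of the variance, PC2 24.9% and PC3 23.8%. On PC1 the 2 Act libraries lay at 25.3 and -1.37 and the 3 WT libraries at -2.57, -1.88 and -19.4. On PC2 the Act libraries lay at -5.44 and 17.3, with the WT libraries at 9.54, -13.1 and -8.29 between and beyond them. On PC3 the Act libraries lay close together, at -7.61 and -6.95, and the WT libraries lay on both sides of them, at 14.6, 12.5 and -12.5. PC1 was the only one of the 3 on which both Act libraries lay above every WT library, and there the gap of Act 5dw replicate 3 to the nearest WT library was far smaller than its gap to the other Act library.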

PCA of only the 5dw fibroblasts showed a separation between cells from WT and Act mice particularly along PC2 and PC3, although in some cases the inter-sample variability was as high as that between genotypes, probably due to the inherent heterogeneity of the sorted wound fibroblasts (Supplementary Fig. 2d). The apparently weak effect of activin is most likely underestimated, since we used all skin/wound fibroblasts for the analysis. However, the secretion of activin by keratinocytes results in a gradient of activin within the dermis/granulation tissue, with fibroblasts of the deeper dermis/granulation tissue being exposed to lower concentrations. 

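The DEGs between genotypes were Inhba and Serpina3b in NS and Atp5j2, Cox8a, Lsm7 and Rps6-ps4 in 5dw. Serpina3b (chromosome 12, 104127996 to 104139545) had an RPKM of 11.8 ± 4.15 (SD, n = 3) in WT NS and 1.64 ± 0.667 (n = 3) in Act NS, a log2FC of -2.52 (standard error 0.26, adjusted p = 0.0123 from limma), lower in all 3 Act NS libraries than in any WT NS library. Its adjusted p ranged from 0.00362 to 0.148 over the other settings. It was above 0.05 with limma-voom, with the stricter filter, when only the compared groups were fitted, and without WT NS replicate 2 or WT NS replicate 3. Atp5j2 (chromosome 5, 145183698 to 145192062) had 27.8, 25.2 and 25 in WT 5dw and 7.16 and 7.32 in Act 5dw, a log2FC of -1.77 (standard error 0.15, limma adjusted p = 0.00232), lower in both Act libraries. In NS it had 8.86 ± 1.54 in WT and 7.31 ± 0.863 in Act. Its adjusted p in 5dw ranged from 0.000111 to 0.0908, and it passed 0.05 in every setting except those without 1 of the Act 5dw libraries. Cox8a (chromosome 19, 7215153 to 7217616) had 102 ± 2.66 in WT 5dw and 43.2 ± 2.54 in Act 5dw, a log2FC of -1.24 (standard error 0.15, limma adjusted p = 0.0353, range over the settings 0.00225 to 0.351). Lsm7 (chromosome 10, 80852821 to 80855209), with 23.4% of its 31-base sequences shared with other genes, had 15.8 ± 2.07 and 6.68 ± 0.126, a log2FC of -1.18 (standard error 0.16, limma adjusted p = 0.0433, range 0.0141 to 0.354). Both were lower in the 2 Act 5dw libraries than in any WT 5dw library. Rps6-ps4, a processed pseudogene on chromosome 2 (75191073 to 75191822) all of whose 31-base sequences occur elsewhere, had 7.68 ± 0.639 in WT 5dw and 16 ± 0.366 in Act 5dw, a log2FC of 1.01 (standard error 0.14, limma adjusted p = 0.0433, range 0.011 to 0.351), higher in both Act libraries. Cox8a was above 0.05 after median-ratio scaling, with or without limma-voom, after quantile normalization and without any single 5dw library, Act NS replicate 2 or Act NS replicate 3. When single libraries were left out, Lsm7 stayed under 0.05 without Act NS replicate 1 alone, and Rps6-ps4 without WT NS replicate 1 alone. With limma-voom, when libraries with the same number were treated as a block, and when only the compared groups were fitted, Lsm7 and Rps6-ps4 were above 0.05, as was Rps6-ps4 after median-ratio scaling or quantile normalization.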

The top activin-regulated genes in NS and 5dw, which still reached statistical significance, were also expressed at biologically relevant levels. They include murine *Inhba* itself (Supplementary Fig. 2e, f), reflecting the previously described activin autoregulation^28^, while other activin genes and also activin receptor genes were not regulated (Supplementary Fig. 2c, right). 

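Inhba (chromosome 13, 16011851 to 16031621) had an RPKM of 6.75, 6.93 and 3.4 in the WT NS libraries and 36.3, 59.1 and 91.1 in the Act NS libraries, a log2FC of 3.30 (standard error 0.36, adjusted p = 0.0128 from limma), higher in all 3 Act libraries. With single libraries left out the log2FC stayed between 2.98 and 3.64. The adjusted p ranged from 0.00633 to 0.1 over the settings, and was above 0.05 without WT NS replicate 2, WT NS replicate 3 or Act NS replicate 2, or when only the 2 NS groups were fitted. In 5dw it had 20.6, 15.8 and 24 in WT and 26.2 and 50.2 in Act. The log2FC was 0.86 (standard error 0.41, limma adjusted p = 1, range over the settings 0.687 to 1), with both Act libraries above the 3 WT libraries. The log2FC between Act 5dw and WT 5dw was 0.39 without Act 5dw replicate 3 and 1.32 without Act 5dw replicate 1. Between WT 5dw and WT NS Inhba rose by a log2FC of 1.77 (standard error 0.36, limma adjusted p = 0.00198) in all 3 libraries. The files list a single value for the mouse gene, and whether reads of the INHBA transgene were counted in it was not tested. The 14 keratinocyte markers were themselves higher in Act NS than in WT NS in 13 of 14 genes, with a median log2FC of 0.49.

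Of the other activin and activin receptor genes, Inha, Inhbb, Acvr1, Acvr1b and Acvr2a were tested, and Inhbc, Inhbe, Acvr1c and Acvr2b were below the filter. None of the 5 was a DEG between genotypes in limma, with 0 at an unadjusted p under 0.05 and 0 with limma-voom. The largest difference was that of Inhbb (chromosome 1, 119415465 to 119422248), at 4.7 ± 2.6 in WT NS, 6.91 ± 4.2 in Act NS, 4.81 ± 0.625 in WT 5dw and 2.82 ± 0.554 in Act 5dw, with a log2FC of 0.51 (standard error 0.46) in NS and -0.68 (standard error 0.51) in 5dw. Acvr1 had a log2FC of -0.14 in both tissues, Acvr1b of 0.02 in NS and -0.08 in 5dw, Acvr2a of -0.11 and 0.00, and Inha of -0.09 and -0.33. Without the filter the 4 activin ligand genes other than Inhba had a median log2FC of -0.00 in NS (camera adjusted p = 0.622) and -0.17 in 5dw (camera adjusted p = 0.805), and the 5 receptor genes of -0.01 in NS (camera adjusted p = 0.953) and 0.00 in 5dw (camera adjusted p = 0.863).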

Importantly, several matrix genes, such as those encoding asporin (*Aspn*) and periostin (*Postn*), were strongly regulated by activin in 5dw (Supplementary Fig. 2f).

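Aspn (chromosome 13, 49544443 to 49567565) had an RPKM of 203, 174 and 190 in the WT 5dw libraries and 345 and 248 in the Act 5dw libraries. Its log2FC between Act 5dw and WT 5dw was 0.63 (standard error 0.20, adjusted p = 0.971 from limma, range over the settings 0.329 to 1), with both Act libraries above the 3 WT libraries and a range of 0.39 to 0.87 with single libraries left out. The values in NS were 92.4 ± 15.1 in WT and 96.3 ± 14.7 in Act, a log2FC of 0.06, so Aspn rose from WT NS by a log2FC of 1.04 (standard error 0.18, limma adjusted p = 0.000697) in WT 5dw and by 1.67 (standard error 0.20, limma adjusted p = 0.00011) in Act 5dw, in every library of each. Postn (chromosome 3, 54361109 to 54391037) had 696, 664 and 635 in WT 5dw and 887 and 832 in Act 5dw. Its log2FC between these groups was 0.37 (standard error 0.21, limma adjusted p = 1, range over the settings 0.651 to 1), again with both Act libraries above the WT libraries, and 0.32 to 0.42 with single libraries left out. In NS it went the other way, with 276 ± 37.7 in WT and 214 ± 50.1 in Act and a log2FC of -0.39 (standard error 0.18). Neither gene was a DEG between Act 5dw and WT 5dw under any setting. Each difference between the wound groups was larger than the SD of the WT 5dw libraries, which was 14.4 for Aspn and 30.7 for Postn.

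**Figure D3:**
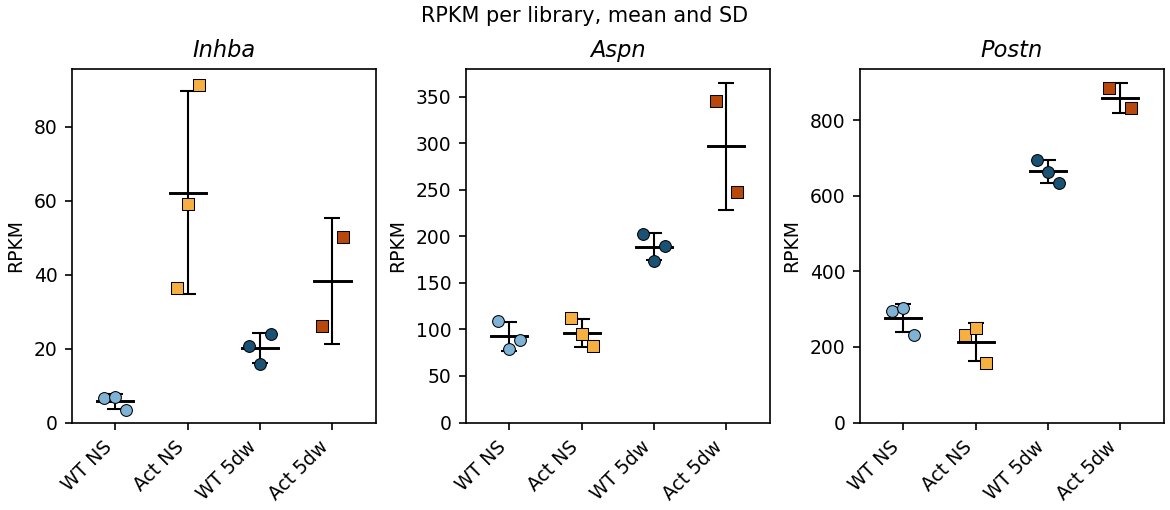
RPKM of Inhba, Aspn and Postn on the vertical axes, with 1 point per library and a bar for the group mean. In 5dw both Act libraries lie above the 3 WT libraries for each gene, and in NS the Act libraries do so for Inhba, at 36.3 to 91.1 against 3.4 to 6.93.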

**Fig. 2:**
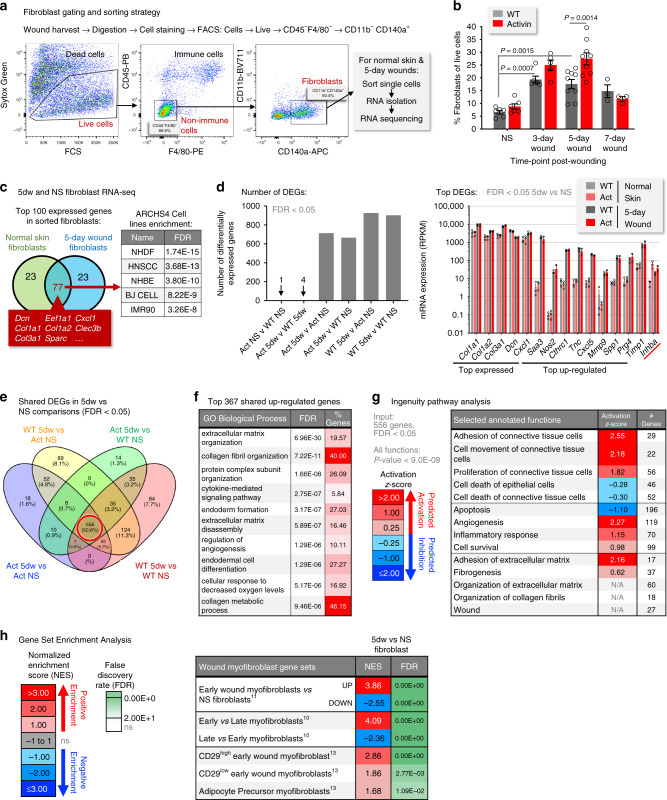
Wound fibroblasts exhibit a distinct transcriptional signature. **a** Gating strategy for skin fibroblast isolation. **b** Quantification of fibroblast frequency relative to live cells in unwounded (normal) skin (NS) and in wounds of WT and Act mice. *n* = 6, 6, 9, 3 for WT, *n* = 6, 7, 9, 3 for Act, for NS, 3-, 5-, or 7-day wounds, respectively. **c** Left: Venn diagram showing the top 100 most highly expressed (by RPKM) genes in NS and 5-day wound fibroblasts. Right: Cell line enrichment analysis of the 77 overlapping genes via ARCHS4 (by enrichR), showing top five cell lines with enrichment of these genes; fibroblast-like cells are in bold. **d** Analysis of differentially expressed genes (DEGs). Left: Numbers of DEGs (false discovery rate (FDR) < 0.05) for all individual group comparisons. Right: Absolute expression of selected top-expressed (by RPKM) and top up-regulated (in 5dw vs NS comparisons) genes in the four groups. *n* = 3 for WT_NS, WT_5dw, Act_NS, *n* = 2 for Act_5dw. **e** Venn diagram showing the DEGs (FDR < 0.05) in all 5dw vs NS comparisons. Red circle shows the 556 genes shared between all comparisons. **f** 367 shared up-regulated DEGs from **e** (Log_2_FC > 1) were subjected to functional enrichment analysis using enrichR. Top 10 Gene Ontology (GO) Biological Processes are shown, with FDR and percentage of input out of total pathway genes (% genes). **g** Shared DEGs from **e** were subjected to Ingenuity Pathway Analysis (IPA). Selected annotated functions are shown with Activation *Z*-scores and numbers of input genes enriched in the respective functions (# genes). *Z*-score > 0 (red): predicted activation of function; *Z*-score < 0 (blue): predicted inhibition of function; *P* value < 9.0E-09 for all shown functions. **h** The 5-day wound fibroblast signature was subjected to GSEA against gene sets from wound myofibroblasts. Normalized Enrichment Scores (NES) and FDR values are shown; NES > 1: positive enrichment (red), NES < −1: negative enrichment (blue); FDR are color coded based on statistical significance (green). Wound myofibroblast gene sets include genes up/down-regulated in ɑ-SMA^+^ myofibroblasts from 7-day small excisional wounds^11^; genes up-regulated in ɑ-SMA^+^ myofibroblasts from 12- or 26-day large excisional wounds^10^ and CD29^high^, CD29^low^, or adipocyte precursor myofibroblasts from 5-day small excisional wounds^13^. Graphs show mean±SEM and *P* values; two-way ANOVA and Bonferroni’s multiple comparison post hoc tests (**a**). All *n* numbers indicate biological replicates. Source data are provided as a Source Data file (Fig. 2).

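The up-regulated genes of Fig. 2d were Saa3, Nos2, Tnc, Cxcl1, Cxcl5, Mmp9, Spp1 and Timp1, which the study chose on these libraries. Each of the 8 was a DEG between WT 5dw and WT NS, with a median log2FC of 4.92 and a range of 1.21 to 9.23, and the median between Act 5dw and WT NS was 4.71. Saa3 (chromosome 7, 46711998 to 46715700) went from an RPKM of 3.4 ± 2.95 (SD, n = 3) in WT NS and 4.83 ± 2.27 (n = 3) in Act NS to 1963 ± 310 (n = 3) in WT 5dw and 1510 ± 783 (n = 2) in Act 5dw. The smallest change was that of Cxcl1 (chromosome 5, 90891241 to 90893115), from 1436 ± 523 and 1563 ± 674 to 3226 ± 639 and 3131 ± 453, with a log2FC of 1.21 (standard error 0.34, adjusted p = 0.0116 from limma) between WT 5dw and WT NS that was no longer a DEG without the filter on low values. Nos2 (chromosome 11, 78920787 to 78960254) went from 0.096 ± 0.0386 in WT NS to 23.7 ± 4.86 in WT 5dw and 34.8 ± 31 in Act 5dw, and Tnc (chromosome 4, 63959785 to 64047015) from 5.67 ± 2.75 to 425 ± 78.5 and 328 ± 170. Cxcl5 rose from 5.4 ± 1.93 to 220 ± 8.99 and 190 ± 11.3, and Spp1, with 10.2% shared 31-base sequences, from 5.74 ± 0.95 to 147 ± 30.8 and 135 ± 62.4. Mmp9 (chromosome 2, 164940780 to 164955850) rose from 1.27 ± 1.92 to 19.1 ± 4.65 and 22.3 ± 9.46, and Timp1 (chromosome X, 20870166 to 20874735) from 44.3 ± 17.8 to 675 ± 138 and 843 ± 424. In Act 5dw against WT 5dw 3 of the 8 were higher, with a median log2FC of -0.11 and no DEG in limma, 0 at an unadjusted p under 0.05, and 0 with limma-voom. For each of the 8 except Cxcl5 the SD of the 2 Act 5dw libraries was larger than the difference from WT 5dw. Without Act 5dw replicate 3 the log2FC between these groups turned to -0.29 for Timp1 and to -0.25 for Mmp9, and Nos2, the third of the higher genes, had 12.9 in Act 5dw replicate 1 and 56.7 in Act 5dw replicate 3, against 21.3, 20.6 and 29.3 in WT 5dw.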

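A total of 8161 genes were DEGs in at least 1 of the 4 comparisons of 5dw with NS, and 4574 (56%) were DEGs in all 4. All 4574 changed in the same direction in the 4 comparisons, 777 higher and 3797 lower in 5dw. The comparisons share libraries in pairs, so in data simulated with the wound effect and no genotype effect (20 draws) a median of 4981.5 genes, 60.3% of those called in any comparison, were called in all 4. With no wound effect 0.785% of the genes at an unadjusted p under 0.05 in any comparison had it in all 4, against 59.1% observed. The number found in 1 comparison alone was 428 for WT 5dw against WT NS, 77 for Act 5dw against Act NS, 369 for Act 5dw against WT NS and 330 for WT 5dw against Act NS. The number of DEGs shared by the 4 5dw vs NS comparisons was 2979 without Act 5dw replicate 3 and 2576 with the stricter filter on low values, which tested 6596 genes.

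Among shared DEGs whose 5dw and NS libraries did not overlap in RPKM, the highest mean log2FC over the 4 comparisons were those of Saa3 (8.69), Cthrc1 (5.96), Hp (5.87), Ereg (5.83) and Tnc (5.69). The lowest were those of Krt77 (-6.59), Myoc (-6.01), Krt10 (-5.70), Inmt (-5.61) and Cyp2f2 (-5.52). Hp (chromosome 8, 109575128 to 109579172) rose from a mean RPKM of 0.518 in WT NS and 0.79 in Act NS to 83.4 in WT 5dw and 60.1 in Act 5dw. Myoc (chromosome 1, 162639155 to 162649693) fell from 181 in Act NS to 1.94 in WT 5dw and 1.78 in Act 5dw. Krt77 (chromosome 15, 101858731 to 101869705) fell from 278 in WT NS and 338 in Act NS to 3.28 and 1.61, and it and Krt10 are keratin genes.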

The majority of statistically significant differentially regulated genes were shared between all 5dw vs NS comparisons (Fig. 2e). 

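Of the 777 genes that were higher in all 4 comparisons of 5dw with NS, 352 had a log2FC above 1 in each of them. Of the 3797 that were lower 1260 had a log2FC below -1 in each. In place of the 352 there were 631 after median-ratio scaling and 652 after quantile normalization. Gene lists drawn up for these processes were tested between WT 5dw and WT NS with limma's camera, which allows for a fixed correlation of 0.01 between genes, over the 23 lists with enough tested genes. The 20 hypoxia-response genes were higher in 17 of 20, with a median log2FC of 0.84, which is 1.23 above the median of all genes (camera adjusted p = 5.22e-10). The 28 genes of collagen processing and cross-linking were higher in 22, with a median of 0.92 (1.32 above all genes, camera adjusted p = 5.34e-12). Of the 34 collagen genes 20 were higher, with a median of 0.30 (0.70 above all genes, camera adjusted p = 5.8e-05). That adjusted p was no longer under 0.05 after median-ratio scaling or quantile normalization. Without the filter 23 of 44 collagen genes were higher, with a median of 0.02 (camera adjusted p = 0.025). Of the 11 matrix metalloproteinase genes 8 were higher, with a median of 0.48 (0.88 above all genes, camera adjusted p = 9.66e-05). The 20 chemokine genes had a median of 0.64 and a mean of -0.00, with 11 higher (camera adjusted p = 0.00986, fry adjusted p = 0.914). Camera no longer called them after median-ratio scaling (unadjusted p of 0.261) or quantile normalization (unadjusted p of 0.402). Without the filter 18 of 34 chemokine genes were higher, with a median of 0.03 (camera adjusted p = 0.0114). The 10 neutrophil markers, tested without the filter, were higher in 9, with a median of 0.13 (camera adjusted p = 0.00051). Of the 4 macrophage markers that passed the filter 3 were higher, with a median of 0.59 (camera adjusted p = 0.0198). Without the filter 6 of 9 macrophage markers were higher, with a median of 0.08 (camera adjusted p = 0.0245). Over the 69 tests in 3 comparisons 19 calls were made by camera and 13 by fry, 8 of them by both, all 8 between WT 5dw and WT NS. With a correlation estimated from the data camera made no call, 0 of 69. The chemokines were the only list called by camera and not by fry in this comparison. GO terms were not used here, and no list for angiogenesis was tested.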

The shared up-regulated genes enriched in Gene Ontology (GO) biological process terms for ECM and collagen organization, inflammation, hypoxia response, and angiogenesis (Fig. 2f; Supplementary Fig. 2g for down-regulated genes). Ingenuity Pathway Analysis (IPA) additionally predicted activation of connective tissue cell adhesion, movement, proliferation and adhesion of ECM (Fig. 2g).

Gene Set Enrichment Analysis (GSEA) showed enrichment of our wound fibroblast signature from CD-1/C57BL/6 F1 mixed-background mice for genes highly expressed in myofibroblasts from 7-day small excisional wounds vs NS fibroblasts of C57BL/6 mice^11^, myofibroblasts from 12- vs 26-day large excisional wounds of mixed-background mice^10^, and all three myofibroblast sub-types from 5-day small excisional wounds of C57BL/6 mice^13^ (Fig. 2h). 

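Acta2 (chromosome 19, 34241090 to 34255590) had an RPKM of 20.1 ± 8.7 (SD, n = 3) in WT NS, 18.2 ± 3.46 (n = 3) in Act NS, 206 ± 56.7 (n = 3) in WT 5dw and 171 ± 69.2 (n = 2) in Act 5dw. Its log2FC was 3.38 (standard error 0.33, adjusted p = 2.26e-05 from limma) between WT 5dw and WT NS and 3.09 (standard error 0.37, limma adjusted p = 0.000116) between Act 5dw and WT NS. Every 5dw library, at 122 to 261, was above every NS library, at 12 to 29.3. Between Act 5dw and WT 5dw the log2FC was -0.29 (standard error 0.37), within the spread of the replicates. Tagln (chromosome 9, 45929619 to 45936058), a further gene of the contractile apparatus, went from 11.3 ± 4.15 in WT NS to 60 ± 13.7 in WT 5dw and 53 ± 22.1 in Act 5dw. The list of 13 contractile genes was higher in 11 of 13 genes between WT 5dw and WT NS, with a median log2FC of 0.93, 1.33 above that of all genes (camera adjusted p = 1.15e-09). Between Act 5dw and WT 5dw 3 of the 13 were higher, with a median of -0.15 (camera adjusted p = 0.602).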

Leading edge analysis showed that myofibroblast marker genes, e.g. the ɑ-smooth muscle actin (ɑ-SMA) gene (*Acta2*), were co-enriched among all wound (myo)fibroblast datasets (Supplementary Fig. 2h). These results point to a remarkable reproducibility of the response of fibroblasts to wounding that is independent of genetic background and wound size.

### Activin induces a pro-fibrotic transcriptome

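Whether the effect of wounding differed between genotypes was tested directly, as the log2FC of Act 5dw against Act NS minus that of WT 5dw against WT NS. No gene passed an adjusted p of 0.05 in limma, with 400 genes at an unadjusted p under 0.05. There were 0 with median-ratio scaling (442 unadjusted) and 0 with limma-voom (323 unadjusted). Without the filter on low values there were 10 and with array weights 1. Leaving out WT NS replicate 2 gave 1 gene, and leaving out Act NS replicate 3 gave 2. The log2FC of Act 5dw against WT NS and of WT 5dw against WT NS had a correlation across genes of 0.96. Genes are not independent replicates, and the shared WT NS libraries alone gave a correlation of 0.45 in data simulated without a wound effect. Of the 39 genes the paper names for these data, 27 were higher in Act 5dw than in WT 5dw, with a median log2FC of 0.10, and 1 had an unadjusted p under 0.05. For the interaction, 1 of the 39 passed when p-values were adjusted over the list alone, which is no independent evidence since the study chose these genes on these libraries. It was Inhba, with a difference of -2.45 (standard error 0.55) between a log2FC by wounding of -0.67 in Act mice and of 1.77 in WT mice.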

Since fibroblasts directly respond to activin^28^, we investigated differences in the extent of wounding-induced gene activation in the presence of the *INHBA* transgene, despite minor overall transcriptomic differences between 5dw fibroblasts from Act and WT mice. 

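Of the genes that were DEGs and higher in 5dw than in WT NS in both genotypes (859 genes), 247 had a log2FC of Act 5dw against WT NS at least 5% above that of WT 5dw against WT NS. The reverse, a log2FC at least 5% larger in WT, held for 413. With Act NS as the baseline of Act 5dw, 412 genes had the larger log2FC in Act. Both sets held 181 genes, 73.3% of the smaller and 43.9% of the larger. In data simulated with the wound effect and no genotype effect (20 draws), a median of 452 genes (428 to 487) had the 5% larger log2FC in Act. Of these 68.5% had it with both baselines, and 382.5 genes had it in WT. Each gene was drawn on its own, so the simulated range leaves out shifts that genes of a library share. It cannot show that 247 is a deficit, since other splits of the 5 wound libraries gave 193 to 597. The number of genes with a 5% larger induction in Act, WT NS baseline, moved most under quantile normalization, to 780, and under median-ratio scaling it was 757. It was 147 with the stricter filter on low values and 378 without Act 5dw replicate 1, and the number in both sets was 298 without that library.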

When comparing relative increases in gene expression (at least 5% higher) in 5dw of Act vs WT mice using NS of Act or WT mice as a baseline, we found a large overlap in relatively up-regulated ECM-related genes, regardless of the genotype of NS (Supplementary Fig. 3a). 

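The Matrisome database was not used here, and 4 lists stood in for it: collagens, collagen processing and cross-linking, small leucine-rich proteoglycans and matrix metalloproteinases. Of the 84 tested genes of these lists, 41 were higher in 5dw than in WT NS in both genotypes. With WT NS as the baseline, 8 of the 84 had a log2FC at least 5% larger in Act 5dw than in WT 5dw. With Act NS as the baseline of Act 5dw there were 19, and 6 genes were in both sets. These counts were taken without scaling between libraries. The median log2FC of all genes between Act NS and WT NS was then -0.11, a shift that raises folds over Act NS. It was 0.02 after median-ratio scaling, for which these counts are not given.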

We then filtered the lists for ECM-encoding genes according to the Matrisome database^31^ and found that comparison to the WT NS baseline yielded a higher number of matrix-associated genes in Act 5dw fibroblasts (Supplementary Fig. 3a). Since a comparison to the WT condition detects genes, which are not influenced by activin accumulation prior to wounding, we chose this comparison for further analysis. 

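The matrix genes of Fig. 3h with a log2FC at least 5% larger in Act 5dw under both baselines were Col3a1, Aspn, Postn, Plod2, Col5a3, P4ha2, C1qtnf3, Sulf1 and Adam19, that is, 9 of the 23. A further 5, Col5a2, Col7a1, Prg4, Timp1 and Adam12, were in the set with the WT NS baseline alone. Of the 9 genes in both sets, Aspn, Postn, C1qtnf3 and Col3a1 had both Act 5dw libraries above the 3 WT 5dw libraries. When the 5% was taken on linear fold changes in place of log2FC, 21 of the 23 genes had the larger rise with the WT NS baseline and 12 with both.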

Importantly, the ECM genes, which showed higher absolute expression in Act vs WT 5dw (Supplementary Fig. 2f), were present in the overlap of the two baseline comparisons (Supplementary Fig. 3a, bold).

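The ratio of the log2FC of Act 5dw against WT NS to that of WT 5dw against WT NS had a median of 0.96 over the 859 genes that were higher in both. C1qtnf3 had a ratio of 1.69 and ranked 12, Aspn 1.61 and rank 16, and Postn 1.29 and rank 61. Col3a1 followed with 1.13 and rank 153, Prg4 with 1.11 and rank 167, Plod2 with 1.06 and rank 233, Bgn at rank 260, Sfrp2 with 1.04 and rank 262 and Cthrc1 with 1.01 and rank 331. Col1a1 had a ratio of 0.98 and rank 399. Timp1 ranked 228.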

We next ranked the genes showing statistically significant regulation by the ratio of log fold changes in 5dw(Act) vs NS(WT) over 5dw(WT) vs NS(WT) comparisons (Supplementary Fig. 3b). 

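Of the 247 genes with a log2FC at least 5% larger in Act 5dw, 7 were among the 100 genes with the highest mean RPKM in 5dw. Of all 859 genes from which they were taken, 28 were among these 100.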

The ranked list contained genes, which showed higher absolute expression in Act vs WT 5dw (Supplementary Fig. 3b, bold), but had little overlap with the most highly expressed genes in the fibroblast transcriptomes (Supplementary Fig. 3c), suggesting that this signature was not dependent on the slightly higher fibroblast density in Act wounds. We then used the ranked list of 165 activin-regulated genes to run comparative GSEA analyses against relevant gene sets from published studies, in comparison to the total wound fibroblast signature. 

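The ranked list of Supplementary Fig. 3b was not used here. In the corresponding set of 247 genes, none had an adjusted p under 0.05 in limma for the difference between Act 5dw and WT 5dw, with 15 at an unadjusted p under 0.05 and 0 DEGs with limma-voom. With the reads of the WT 5dw libraries thinned to the depth of the Act 5dw libraries, the set held a median of 250.5 genes over 20 draws.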

First, we generated a gene set of significantly activin co-expressed genes in multi-tissue datasets via the Search-based Exploration of Expression Compendium (SEEK) database^32^. These genes showed enrichment for ECM-related pathways (Supplementary Fig. 3d, left). GSEA showed strong enrichment of this gene set in our wound fibroblast signature and in genes relatively up-regulated by activin in wound fibroblasts (Fig. 3a). 

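Lox (chromosome 18, 52516067 to 52529867) had an RPKM of 92.6 ± 6.46 (SD, n = 3) in WT NS, 105 ± 13.3 (n = 3) in Act NS, 457 ± 52.3 (n = 3) in WT 5dw and 493 ± 41.9 (n = 2) in Act 5dw. It rose by a log2FC of 2.29 (standard error 0.14, adjusted p = 1.23e-06 from limma) between WT 5dw and WT NS, and by 2.40 between Act 5dw and WT NS. The difference between Act 5dw and WT 5dw was 0.11 (standard error 0.16). Plod2 (chromosome 9, 92542223 to 92608428) had 17.4 ± 6.95 in WT NS, 11.6 ± 5.43 in Act NS, 83.2 ± 6.49 in WT 5dw and 91.9 ± 12.8 in Act 5dw. Its log2FC was 2.32 (standard error 0.36, limma adjusted p = 0.000384) between WT 5dw and WT NS and 0.14 (standard error 0.40) between Act 5dw and WT 5dw, and the latter was -0.00 without Act 5dw replicate 3. The difference between the wound groups was smaller than the SD of both groups for Lox, and for Plod2 larger than the SD in WT 5dw and smaller than that in Act 5dw. Postn rose between Act 5dw and WT NS by a log2FC of 1.64, against 1.27 (standard error 0.18, limma adjusted p = 0.000252) between WT 5dw and WT NS.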

Leading edge analysis identified commonly enriched ECM-related genes, including those encoding lysyl oxidase (*Lox*), procollagen-lysine,2-oxoglutarate 5-dioxygenase 2 (*Plod2*), and *Postn* (Supplementary Fig. 3d right). These results suggest that activin co-expressed genes are enriched in wound fibroblasts, which are exposed to increased levels of endogenous activin compared to cells in NS^33^, and further up-regulated in these cells by the transgene-derived activin.

**Fig. 3:**
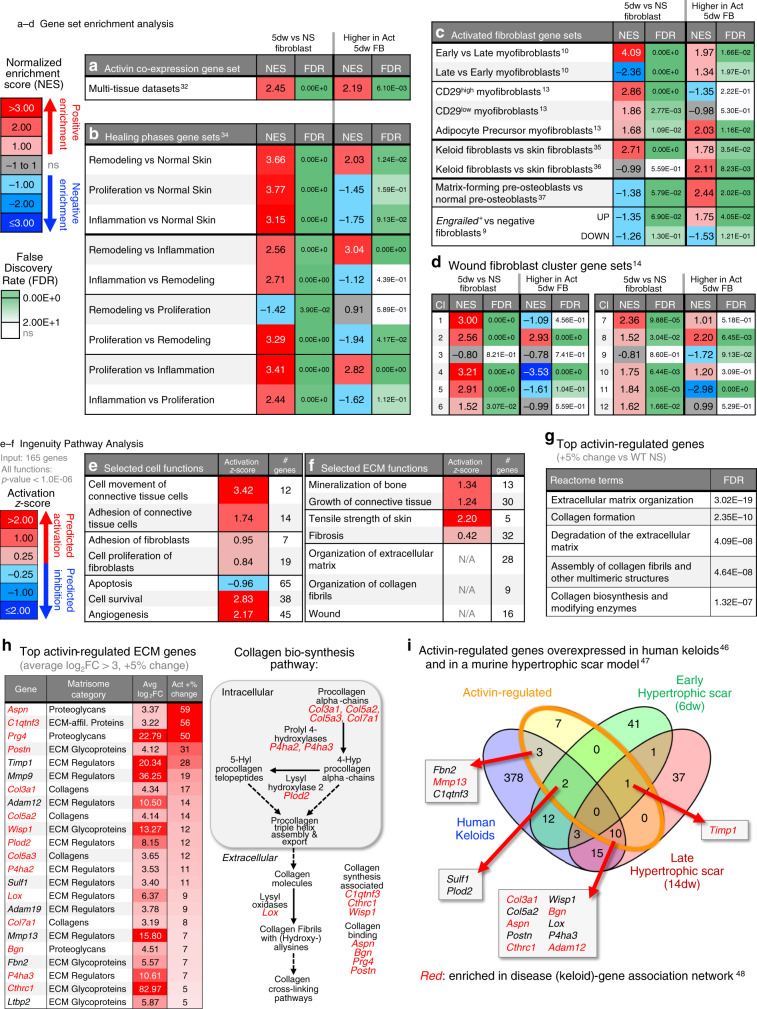
Activin induces a pro-fibrotic gene expression signature in fibroblasts. **a–d** Genes regulated in 5dw vs NS fibroblasts and pre-ranked list of genes relatively up-regulated in Act 5dw/WT NS vs WT 5dw/WT NS (see Supplementary Fig. 3a, b) were subjected to GSEA against custom gene sets. NES and FDR values are shown. FDR are color-coded based on statistical significance (green). **a** Activin co-expression gene set derived from the SEEK database of multi-tissue gene expression datasets^32^. **b** Healing phase gene sets derived from microarray data of small excisional mouse wounds at different healing time points^34^. **c** Activated fibroblast gene sets include genes up-regulated in: (i) ɑ-SMA-positive myofibroblasts from 12- or 26-day large excisional wounds^10^; (ii) CD29^high^, CD29^low^, or adipocyte precursor myofibroblasts from 5-day small excisional wounds^13^; (iii) human keloid vs normal skin fibroblasts^35,36^; (iv) matrix-forming vs normal pre-osteoblasts^37^; and genes up- or down-regulated in scar-forming engrailed^+^ vs engrailed^−^ fibroblasts^9^. **d** Twelve wound fibroblast cluster gene sets identified by single-cell RNA sequencing of fibroblasts from 12-day large excisional wounds^14^. **e**, **f** Genes relatively up-regulated in 5dw of Act mice were subjected to IPA. Selected annotated cell functions (**e**) and ECM functions (**f**) were extracted and are shown with respective activation *Z*-scores and numbers of input genes enriched in the respective functions (# genes). *P* value < 1.0E-06 for all shown functions. **g** Top activin-regulated genes (at least 5% change vs WT NS) were subjected to functional enrichment analysis using enrichR, and the top five Reactome terms are shown with respective FDR values. **h** Top activin-regulated genes (more than 5% change vs WT) were filtered by the Matrisome database. Left: Top up-regulated (in 5dw vs NS, log_2_FC > 3, FDR < 0.05) ECM genes are shown with respective Matrisome category, average log_2_FC (5dw vs NS), and the relative increase in upregulation in Act vs WT 5dw fibroblasts (Act +% change). Numerical values are color coded based on magnitude (red background). Right: Genes in red are associated with the collagen biosynthesis pathway. **i** Venn diagram comparison of activin-regulated ECM genes (orange oval) and genes significantly overexpressed in keloids^46^ (blue oval) and in a murine hypertrophic scar model (6-day wound, green oval; 14-day wound, red oval^47^), with additional enrichment in the keloid gene association network^48^, red text). Source data are provided as a Source Data file (Fig. 3).

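The 23 genes of Fig. 3h, which the study chose on these libraries, were all higher in 5dw. Their log2FC between WT 5dw and WT NS had a median of 1.95 and a range of 0.91 to 5.71, and between Act 5dw and WT NS a median of 2.03 and a range of 1.32 to 5.77, and all 23 were DEGs in both comparisons. In WT 5dw against WT NS, C1qtnf3 was no longer one without WT NS replicate 3. Between Act 5dw and WT 5dw, 22 of the 23 were higher, with a median log2FC of 0.14 and a range of -0.05 to 0.63, Ltbp2 being the exception. None was a DEG in that comparison in limma, none passed when p-values were adjusted over the list alone, and 1 had an unadjusted p under 0.05, and none was a DEG with limma-voom. In 5 of the 23 both Act libraries were above the 3 WT libraries. Chance gives 10% of genes such an order, and 7.87% of all tested genes had it. In NS 12 of the 23 were higher in Act, with a median of 0.03 and a range of -0.58 to 0.57. For the interaction of wounding and genotype 13 of the 23 were higher, with a median of 0.12, a range of -0.47 to 0.76 and none past an adjusted p of 0.05. Of the genes named in no other place, Adam12 (chromosome 7, 133883199 to 134232146) had a log2FC of 3.08 by wounding and 0.17 by genotype in 5dw, Sulf1 (chromosome 1) 1.27 and 0.13, Adam19 (chromosome 11) 1.44 and 0.10, Mmp13 (chromosome 9) 3.64 and 0.15, and Fbn2 (chromosome 18) 1.95 and 0.08. Ltbp2 (chromosome 12, 84783212 to 84876532) had 2.28 and -0.05 (standard error 0.43). The genotype difference in 5dw changed its sign without single libraries in some of them. Without Act 5dw replicate 3 it was -0.04 for Adam19 and -0.02 for Fbn2, and without WT 5dw replicate 2 it was -0.19 for Mmp13. For Ltbp2 it was 0.55 without Act 5dw replicate 1 and 0.16 without WT 5dw replicate 3.

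**Figure D4:**
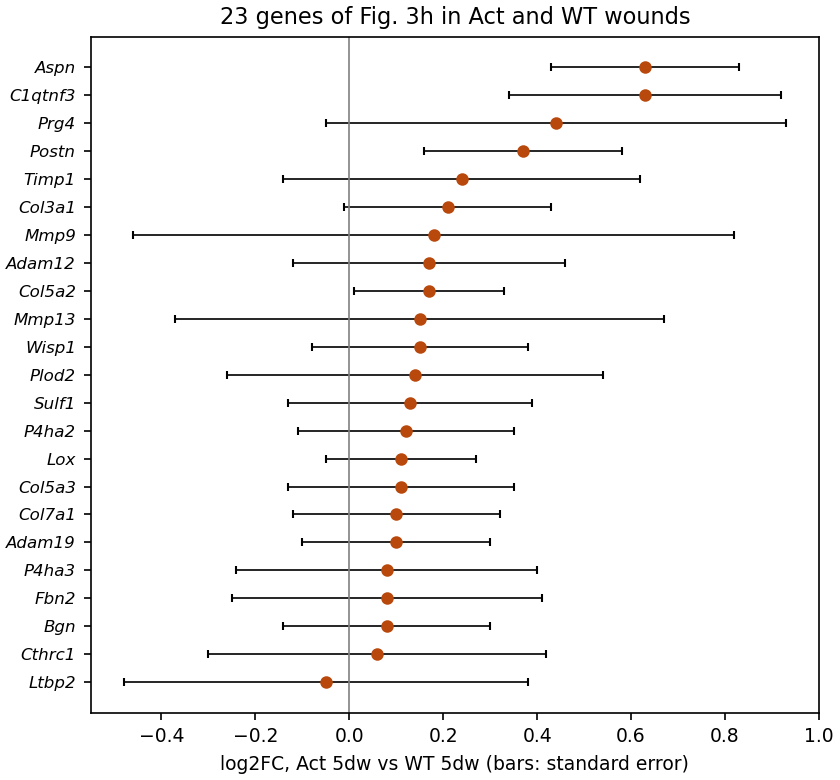
Log2FC between Act 5dw and WT 5dw of the 23 genes of Fig. 3h, with the standard error from limma as bars. The values run from -0.05 to 0.63, with 22 of 23 above 0.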

Comparison of the activin-regulated genes to gene sets derived from whole wounds sampled at the three main phases of healing^34^ identified a strong positive enrichment toward the remodeling phase in Act mice (Fig. 3b), suggesting an early-to-late healing phase polarization of wound fibroblasts by activin. This is supported by the positive enrichment for early- and late-phase myofibroblasts^10^ in activin-regulated genes, compared to singular enrichment for the early-phase myofibroblasts in the total wound fibroblast signature (Fig. 3c). Activin-regulated genes specifically enriched for genes characteristic of a fibrosis-associated adipocyte precursor myofibroblast sub-type^13^, and for genes overexpressed in cultured human keloid fibroblasts^35,36^, in stiff matrix-forming pre-osteoblasts^37^, and in scar-forming (engrailed^+^) fibroblasts^9^ (Fig. 3c). 

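Cthrc1 (chromosome 15, 39076932 to 39087121) was low in NS, with an RPKM of 6.78 ± 2.76 (SD, n = 3) in WT and 4.85 ± 2.09 (n = 3) in Act, and had 360 ± 26.7 (n = 3) in WT 5dw and 375 ± 40.4 (n = 2) in Act 5dw. Its log2FC was 5.71 (standard error 0.32, adjusted p = 7.97e-07 from limma) between WT 5dw and WT NS, 5.77 between Act 5dw and WT NS, and 0.06 (standard error 0.36) between Act 5dw and WT 5dw, where it was -0.05 without Act 5dw replicate 1. Sfrp2 (chromosome 3, 83766321 to 83774316) had 44.7 ± 18.5 in WT NS, 31.5 ± 4.52 in Act NS, 287 ± 29.2 in WT 5dw and 312 ± 36.3 in Act 5dw. Its log2FC was 2.74 (standard error 0.24, limma adjusted p = 1.07e-05) between WT 5dw and WT NS, and 0.12 (standard error 0.27) between Act 5dw and WT 5dw. Every 5dw library was above every NS library for both genes, and both differences between the wound groups were within the SD of the replicates. Postn had 665 ± 30.7 in WT 5dw and 860 ± 38.6 in Act 5dw.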

Leading edge analyses implicated various co-enriched activin-regulated genes in pathological scar formation, including *Postn*, *Cthrc1* (encoding collagen triple helix repeat containing 1, which is overexpressed in human keloids and keloid-derived fibroblasts^38^) and *Sfrp2* (encoding secreted frizzled-related protein 2, a marker of pro-fibrotic fibroblasts in human skin^39^) in keloid fibroblasts and wound myofibroblasts, and *Lox* and *Plod2* in wound myofibroblasts (Supplementary Fig. 3e).

A comparison to single-cell RNA sequencing data of murine wound stromal cells, which had identified 12 fibroblast clusters in early-phase large excisional wounds^14^, showed enrichment of the general wound fibroblast signature for all fibroblast clusters, which highly express *Pdgfra* and localize throughout the wound granulation tissue (Fig. 3d). Activin overexpression enriched for clusters 2 and 8 that localized throughout or in the upper granulation tissue, respectively^14^, and which showed enrichment of the fibrosis-associated genes *Aspn*, *Postn*, *Col3a1*, *Lox*, *Cthrc1*, and *Bgn* (encoding biglycan) in cluster 2 and *Col1a1* in cluster 8, among others (Supplementary Fig. 3f).

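In the sorted wound fibroblasts, Col3a1 had an RPKM of 7846, 7335 and 7015 in the WT 5dw libraries and 8652 and 8423 in the Act 5dw libraries, a log2FC of 0.21 (standard error 0.22, adjusted p = 1 from limma, range over the settings 0.853 to 1), with both Act libraries above the WT libraries. Bgn (chromosome X, 73483602 to 73495933) had 434 ± 126 (SD, n = 3) in WT NS, 509 ± 50.1 (n = 3) in Act NS, 1567 ± 208 (n = 3) in WT 5dw and 1652 ± 58.1 (n = 2) in Act 5dw. It rose by a log2FC of 1.88 (standard error 0.20, limma adjusted p = 3.65e-05) between WT 5dw and WT NS in all 3 libraries. Its difference between Act 5dw and WT 5dw was 0.08 (standard error 0.22), smaller than the spread of the WT 5dw libraries, -0.03 without WT 5dw replicate 2 and -0.01 when libraries with the same number were treated as a block. For Col1a1 this difference was -0.03 (standard error 0.33), with 9019 ± 1779 in Act 5dw. The single-cell clusters themselves were not analysed here.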

IPA of activin-regulated genes predicted activation of connective tissue cell movement and adhesion, fibroblast adhesion and proliferation, mineralization, growth of connective tissue, tensile strength of skin, and fibrosis (Fig. 3e, f). Enrichment analysis with the Reactome database^40^, which contains annotations of ECM-related pathways, showed enrichment of genes involved in collagen biosynthesis and modification, fibril assembly, and ECM degradation (Fig. 3g).

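Reactome pathways were not used here, and lists of genes for the same processes were tested between Act 5dw and WT 5dw. The 34 collagen genes were higher in 16, with a median log2FC of -0.01 and a mean of -0.06 (camera adjusted p = 0.754, downward). With the stricter filter camera's direction turned upward (unadjusted p of 0.285), and without Act 5dw replicate 1 as well (unadjusted p of 0.281). For collagen processing and cross-linking, Act 5dw vs WT 5dw, 6 of 28 genes were higher, with a median of -0.07 (camera adjusted p = 0.485, downward). That result rested on single Act libraries: the direction was upward without Act 5dw replicate 1 (unadjusted p of 0.00511) and downward without Act 5dw replicate 3 (unadjusted p of 0.000333). The 11 matrix metalloproteinase genes were higher in 4, with a median of -0.03 (camera adjusted p = 0.968, upward). In none of these 3 lists did a gene pass when p-values were adjusted over the list alone, or over all genes, in limma. The 11 small leucine-rich proteoglycan genes were higher in 8, with a median of 0.08, 0.12 above that of all genes (camera adjusted p = 0.0376, fry adjusted p = 0.764).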

To extract the genes responsible for enrichment of ECM-related pathways, we filtered the ranked list of activin-regulated genes to only those defined by the Matrisome database^31^ with associated annotation of ECM categories (Fig. 3h). The filtered genes encode proteins involved in different steps of collagen biosynthesis^38,41–45^, including procollagen alpha-chains (*Col3a1*, *Col5a2*, *Col5a3*, *Col7a1*), prolyl hydroxylases (*P4ha2*, *P4ha3*), LH2 (*Plod2*), and LOX (*Lox*) (Fig. 3h). In addition, the list contained genes encoding proteins involved in collagen synthesis (complement C1q tumor necrosis factor-related protein 3 (*C1qtnf3)*, Cthrc1 (*Cthrc1*) and WNT1-inducible-signaling pathway protein 1 (*Wisp1*)), as well as proteins involved in collagen binding (asporin, biglycan, proteoglycan 4, and periostin (*Aspn*, *Bgn, Prg4*, *Postn*)) (Fig. 3h). 

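Among the genes for procollagen chains, Col5a2 (chromosome 1, 45374321 to 45503282) had an RPKM of 171 ± 20 (SD, n = 3) in WT NS, 201 ± 17.6 (n = 3) in Act NS, 546 ± 57.8 (n = 3) in WT 5dw and 614 ± 6.48 (n = 2) in Act 5dw. Its log2FC was 1.67 (standard error 0.14, adjusted p = 9.08e-06 from limma) between WT 5dw and WT NS and 0.17 (standard error 0.16) between Act 5dw and WT 5dw, with both Act libraries above the 3 WT libraries. Col5a3 (chromosome 9, 20770050 to 20815067) went from 107 ± 26.2 in WT NS to 279 ± 33.7 in WT 5dw and 306 ± 91.2 in Act 5dw, with a difference between the wound groups of 0.11 (standard error 0.24), which was -0.20 without Act 5dw replicate 3. Col7a1 (chromosome 9, 108953586 to 108984875) went from 5.68 ± 0.984 to 15 ± 3.26 and 15.9 ± 2.58, with a difference of 0.10 (standard error 0.22), which was -0.06 without Act 5dw replicate 3, -0.09 without WT 5dw replicate 2 and -0.02 when libraries with the same number were treated as a block. Of the prolyl hydroxylase genes, P4ha2 (chromosome 11, 54100095 to 54131665) went from 16.5 ± 3.05 in WT NS to 38.2 ± 4.35 in WT 5dw and 41.9 ± 9.16 in Act 5dw. Its difference between the wound groups was 0.12 (standard error 0.23), -0.10 without Act 5dw replicate 3 and -0.00 with the block. P4ha3 (chromosome 7, 100285520 to 100319699) went from 4.48 ± 1.85 to 43 ± 6.91 and 45.2 ± 0.659, with a difference of 0.08 (standard error 0.32), and -0.03 without WT 5dw replicate 1. Between WT 5dw and WT NS these 4 genes had log2FCs between 1.20 and 3.18, each a DEG. Apart from Col5a2, whose difference was larger than the SD of the WT 5dw libraries, the differences between the wound groups were within the SD of the WT 5dw libraries.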

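C1qtnf3 (chromosome 15, 10952332 to 10980150) had an RPKM of 98.2, 62.6 and 93.2 in the WT 5dw libraries and 151 and 110 in the Act 5dw libraries, with 45.9 ± 16.9 in WT NS and 41.6 ± 6.82 in Act NS. Its log2FC was 0.91 (standard error 0.26, adjusted p = 0.0124 from limma) between WT 5dw and WT NS, 1.54 (standard error 0.29, limma adjusted p = 0.00163) between Act 5dw and WT NS, and 0.63 (standard error 0.29, limma adjusted p = 1) between Act 5dw and WT 5dw, with both Act libraries above the 3 WT libraries. The first of these was above an adjusted p of 0.05 without WT NS replicate 3. The last was 0.40 without Act 5dw replicate 1 and 0.86 without Act 5dw replicate 3. Wisp1, which the annotation does not list under that symbol, had 1.97 ± 0.715 in WT NS, 19.4 ± 2.88 in WT 5dw and 21.5 ± 2.44 in Act 5dw, a log2FC of 3.04 (standard error 0.20, limma adjusted p = 2.02e-06) between WT 5dw and WT NS and of 0.15 (standard error 0.23) between Act 5dw and WT 5dw. Prg4 (chromosome 1, 150449412 to 150466165) had 71.9, 118 and 138 in WT 5dw and 87.9 and 234 in Act 5dw, from 6.77 ± 4.34 in WT NS. The difference between the wound groups was 0.44 (standard error 0.49), and -0.26 without Act 5dw replicate 3. From the enrichment of a set of genes co-expressed with activin in other datasets, which was not analysed here, the paper proposes that genes co-expressed with activin rise in wound fibroblasts and rise further through activin from the transgene. It states in Fig. 3 that activin gives fibroblasts a signature of fibrosis.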

To determine the clinical significance of these findings, we queried transcriptomes of human keloids compared to matched non-lesional skin^46^ and of mechanically stressed mouse wounds that progress to hypertrophic scars^47^, and found that many of the activin-regulated matrix genes were among the top up-regulated genes in these datasets, including *Postn*, *Plod2*, *Wisp1*, and *Lox*, with *Col3a1*, *Aspn*, and *Cthrc1* being also in the annotated disease-gene association network for keloids^48^ (Fig. 3i).

Finally, we used the STRING database^49^ to create a data-driven gene–gene interaction network, which connected all activin-enriched ECM regulators, glycoproteins and proteoglycans through the collagens as hubs, and we confirmed the strong association of activin-regulated non-collagenous ECM genes in collagen-related pathways (Supplementary Fig. 3g).

### Activin is a direct regulator of ECM genes in fibroblasts

We next tested if some genes that are up-regulated in Act mice in vivo are directly regulated by activin. Treatment of primary mouse neonatal skin fibroblasts with activin A indeed induced the expression of *Col1a1, Wisp1, Postn*, and *Aspn* within 1.5 or 3 h (Fig. 4a). We next cultured fibroblasts from 5-day wounds and found that activin treatment of these cells for 3 h promoted expression of *Wisp1* in cells from WT and Act mice. Interestingly, expression of *Col1a1* and *Aspn* was already significantly higher in fibroblasts from Act vs WT wounds, but was not further up-regulated by exogenous activin (Fig. 4b). This finding suggests that activin induces epigenetic alterations in wound fibroblasts, which are preserved upon culturing. Indeed, cultured WT wound fibroblasts were more activated compared to fibroblasts derived from adult unwounded skin, as evidenced by higher baseline expression of *Col1a1* and *Lox* (Supplementary Fig. 4a).

**Fig. 4:**
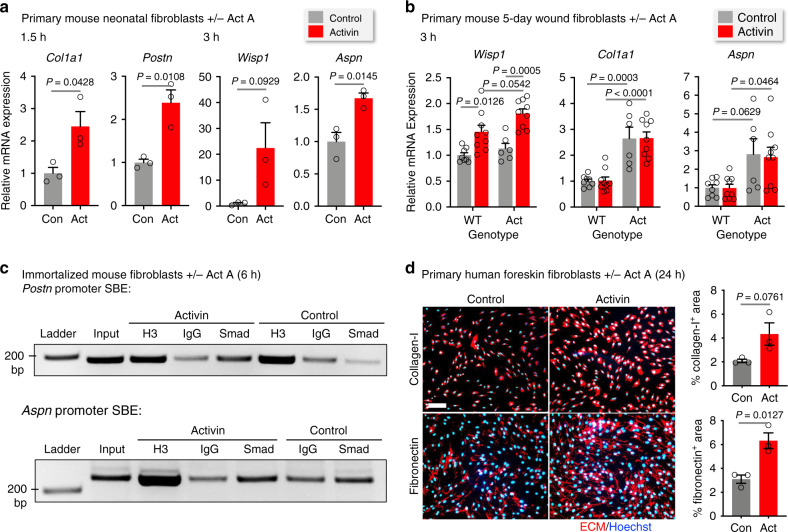
Activin directly regulates pro-fibrotic ECM gene expression in fibroblasts. **a** qRT-PCR (relative to *Rps29*) using RNA from primary murine neonatal fibroblasts treated with activin A (20 ng/ml) or vehicle for 1.5 and 3 h. *n* = 3. **b** qRT-PCR using RNA from murine fibroblasts from 5-day wounds of adult WT and Act mice treated with activin A (20 ng/ml) or vehicle for 3 h. *n* = 8, 9, 6, 9 for WT-control, WT-Activin, Act-Control, and Act-Activin, respectively. **c** Chromatin immunoprecipitation from lysates of immortalized mouse fibroblasts treated with activin A (20 ng/ml) or vehicle for 6 h. Antibodies against anti-histone H3 (H3) or Smad2/3 (Smad) or normal rabbit IgG (IgG) were used. The bound DNA was amplified using primers spanning conserved Smad-binding elements (SBEs) in the promoter regions of *Postn* and Aspn (see Supplementary Fig. 4b). Representative agarose gels are shown, with the size marker and respective inputs. The experiment was repeated twice with similar results (see also Supplementary Fig. 4c). **d** Representative photomicrographs of human primary foreskin fibroblasts treated with activin A (20 ng/ml) or vehicle for 24 h and stained for collagen type I or fibronectin (red) (nuclei were counterstained with Hoechst (blue)). Bar graphs show quantification of the percentage of the stained area. Scale bars: 200 μm. *n* = 3. Graphs show mean ± SEM and *P* values; mean expression levels in control cells (**a**) or control cells in WT mice (**b**) were set to 1; two-tailed Student's *t-*test (**a**, **d**), one-way ANOVA and Tukey’s multiple comparison post hoc tests (**b**). All *n* numbers indicate biological replicates. Source data are provided as a Source Data file (Fig. 4).

Due to the robust upregulation of *Aspn* and *Postn* expression by activin in cultured fibroblasts, we determined if these genes are direct activin targets via Smad2/3 signaling. Indeed, several conserved Smad-binding elements (SBE) are present in the promoter and first intron regions of these genes (Supplementary Fig. 4b). Chromatin immunoprecipitation (ChIP) using lysates from activin vs vehicle-treated immortalized fibroblasts identified that activin promoted binding of Smad2/3 to the conserved SBE in the promoter region of *Postn* as well as to the conserved SBE in the promoter region of *Aspn* (Fig. 4c, Supplementary Fig. 4c). The effect of activin on ECM gene expression was verified at the protein level. Thus, a 24-h treatment of primary human fibroblasts promoted deposition of collagen type I and fibronectin (Fig. 4d).

To study activin regulation of ECM deposition in a system more similar to the wound microenvironment, we established HaCaT keratinocytes with doxycycline (Dox)-inducible overexpression of activin (ActOE) or transduced with empty vector (EV) (Supplementary Fig. 5a, b) and used them for co-culture experiments with immortalized mouse fibroblasts with constitutive expression of GFP and Dox-inducible expression of a dominant-negative activin receptor IB (dnActRIB) mutant^28^. After 7 days of co-culture in starvation conditions (1% FBS), ActOE keratinocytes promoted collagen type I and fibronectin deposition by control (EV) fibroblasts (Fig. 5a, Supplementary Fig. 5c). Importantly, the effect of activin was abolished when keratinocytes were co-cultured with dnActRIB-expressing fibroblasts. The activin-negating effect of dnActRIB was even observed in the presence of 10% FBS (Fig. 5b, Supplementary Fig. 5d), a condition more closely resembling the wound environment^50^. Periostin and asporin deposition was also significantly increased in ActOE/EV vs EV/EV co-cultures and decreased in EV/dnActRIB and ActOE/dnActRIB co-cultures, especially compared to ActOE/EV (Fig. 5c, d, Supplementary Fig. 5e, f). There was a particularly robust deposition of collagen type I and asporin by fibroblasts (GFP^+^ cells) in proximity to keratinocytes of ActOE/EV, but not of ActOE/dnAlk4 co-cultures (Fig. 5e, f). These findings suggest strong pro-fibrotic paracrine effects of keratinocyte-derived activin on nearby fibroblasts.

**Fig. 5:**
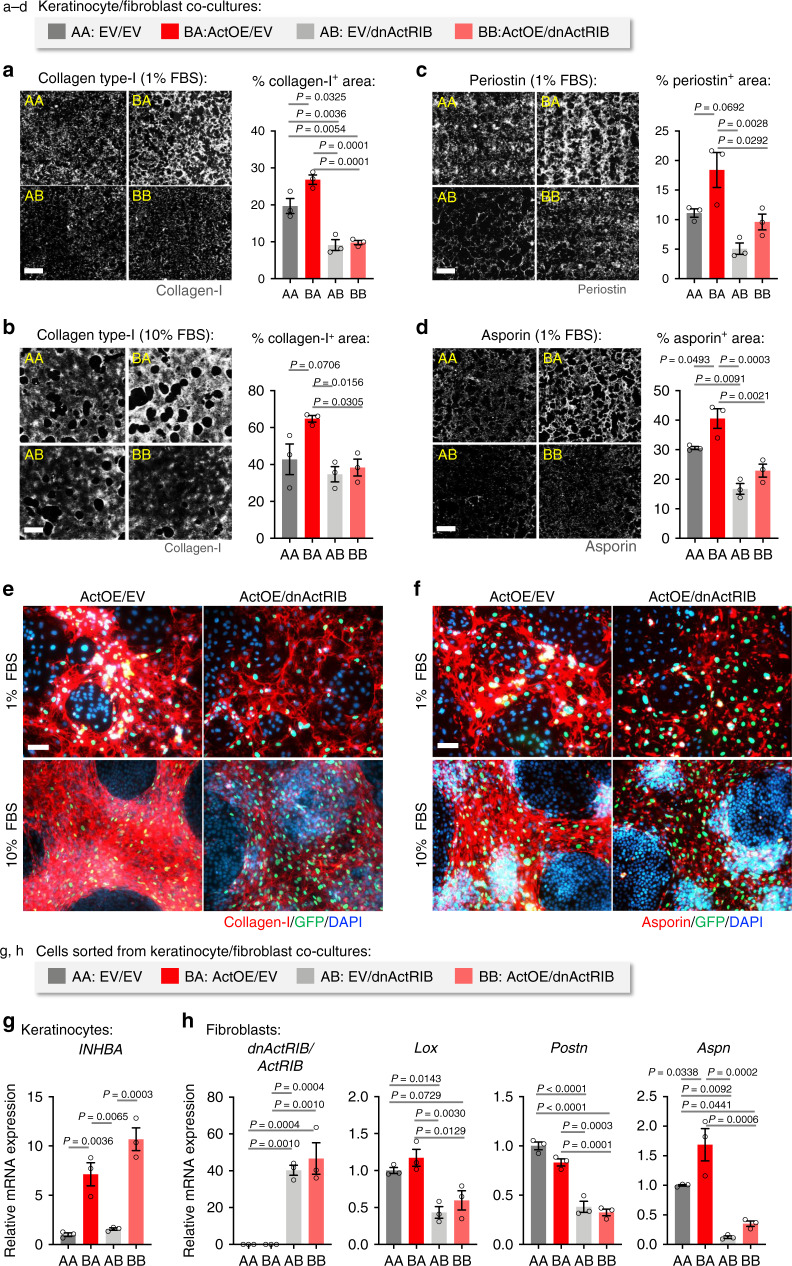
Activin regulates pro-fibrotic ECM deposition by fibroblasts. **a**–**d** HaCaT keratinocytes transduced with lentiviruses allowing Dox-inducible overexpression of *INHBA* (ActOE) or empty vector (EV) were co-cultured with murine immortalized fibroblasts (GFP-expressing) transduced with lentiviruses allowing Dox-inducible expression of dnActRIB or with EV-transduced fibroblasts for 7 days in 1% or 10% FBS. Co-cultures were stained for collagen type I (**a**, **b**), periostin, and asporin (**c**, **d**). The experiment was repeated twice with similar results. Representative photomicrographs of ECM staining for each group. Bar graphs show quantification of the percentage of the stained area on whole co-culture coverslips. Scale bars: 1000 μm. *n* = 3. **e**, **f** Representative high magnification photomicrographs of collagen type I (**e**) and asporin (**f**) staining of ActOE/EV and ActOE/dnActRIB co-cultures in the presence of 1% or 10% FBS. GFP-positive fibroblasts are shown (green); nuclei were counterstained with DAPI (blue). Scale bars: 100 μm. **g**, **h** GFP-expressing fibroblasts were sorted from GFP-negative HaCaT keratinocytes after 8 days co-culture, and gene expression was analyzed by qRT-PCR relative to *RPL27* for keratinocytes (**g**) or *Rps29* for fibroblasts (**h**). *n* = 3. The experiment was repeated twice with similar results. Graphs show mean ± SEM and *P* values; mean expression levels in AA cultures were set to 1 in **g** and **h**; one-way ANOVA and Tukey’s multiple comparison post hoc tests (**a**–**d**, **g**, **h**). All *n* numbers indicate biological replicates. AA, EV/EV; BA, ActOE/EV; AB, EV/dnActRIB; BB, ActOE/dnActRIB. Source data are provided as a Source Data file (Fig. 5).

Upon FACS-sorting of GFP^+^ fibroblasts and GFP^−^ keratinocytes from the co-cultures (Supplementary Fig. 5g) we confirmed *INHBA* overexpression in the keratinocytes of ActOE/EV and ActOE/dnActRIB co-cultures (Fig. 5g) and overexpression of *dnActRIB* relative to endogenous *ActRIB* in the fibroblasts of EV/dnActRIB and ActOE/dnActRIB co-cultures (Fig. 5h). Fibroblasts from ActOE/EV showed upregulation of *Aspn*. Importantly, expression of all analyzed genes, including *Lox* and *Postn*, was significantly down-regulated in co-cultures with dnActRIB fibroblasts (Fig. 5h), suggesting that pro-fibrotic ECM gene expression is dependent on activin receptor signaling in fibroblasts.

### Activin stimulates glycoprotein and proteoglycan production

The transcriptomic and in vitro data strongly suggested that the histological differences between Act and WT wounds are at least in part associated with increased deposition of fibrosis-associated glycoproteins and proteoglycans. Indeed, Alcian Blue glycan staining of 5-day wounds showed larger areas positive for carboxylated/sulfated acidic glycans in wounds of Act mice (Fig. 6a), but no discernible differences in sulfated acidic glycans (Supplementary Fig. 6a).

**Fig. 6:**
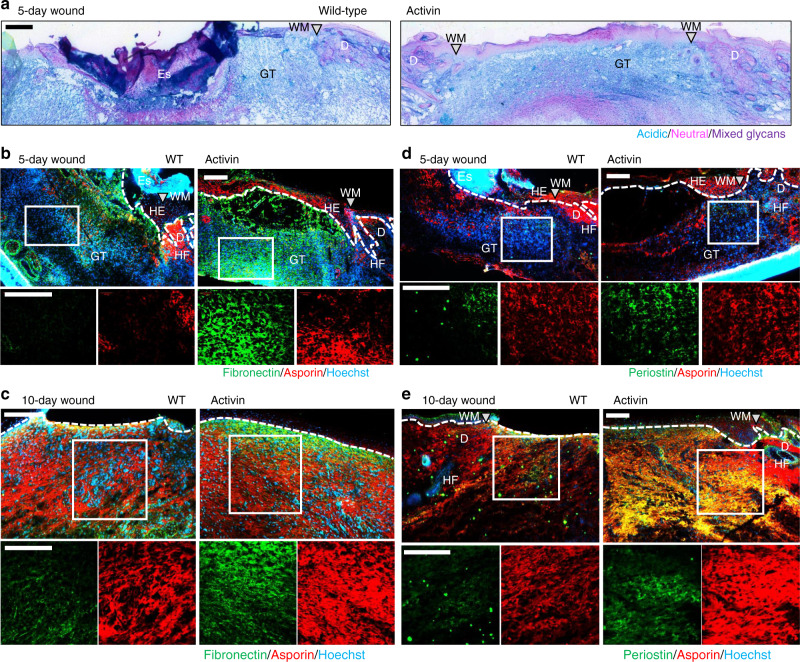
Activin promotes deposition of wound glycoproteins and proteoglycans. **a** Representative photomicrographs of Alcian Blue/PAS-stained 5-day wounds show larger areas of acidic (blue) glycans in the wound center of Act vs WT mice. **b**–**e** Representative photomicrographs of sections from 5-day (**b**, **d**) and 10-day wounds (**c**, **e**) of WT and Act mice stained with antibodies against fibronectin (green) and asporin (red) (**b**, **c**) or periostin (green) and asporin (red) (**d**, **e**). Nuclei were counterstained with Hoechst (blue). Insets indicate the areas within the wound bed centers that are shown at higher magnification below. Stainings were performed on *n* = 5 wounds from five mice for 5-day wounds and *n* = 3 for 10-day wounds with similar results. Gray triangles represent wound margins (WM); HE hyperproliferative epithelium, HF hair follicle, D dermis, Es eschar, GT granulation tissue. White dotted lines indicate the border between the dermis/granulation tissue and the epidermis or wound epithelium. Scale bars: 200 μm.

Immunostaining showed increased abundance of fibronectin and asporin in the centers of 5d and 10d wounds of Act vs WT mice (Fig. 6b, c). Periostin accumulated at the wound margins in 5d wounds and, together with asporin, throughout the late granulation tissue of 10d wounds, and both showed higher abundance in Act mice (Fig. 6d, e). In 5d wounds, asporin and periostin deposition was most pronounced in proximity to the activin-overexpressing keratinocytes of the hyperproliferative epithelium (Supplementary Fig. 6b, c).

### Activin triggers altered collagen maturation pathways

To quantify the alterations in the matrisome, we performed biochemical analyses of collagen and non-collagenous proteins on whole wound samples. Total collagen increased gradually from unwounded skin to the late remodeling phase, and it was significantly higher at 42d post-injury in Act mice (Fig. 7a). In contrast, the bulk amount of non-collagenous proteins was increased in the early phase and strikingly larger in Act wounds, both at early time points (3–5d) and in unwounded skin (Fig. 7b). This result points to large contributions of glycoproteins and proteoglycans in Act mice to the overall proteome of early wounds, thus confirming our histological findings. Calculation of the ratio of collagen per total protein normalized to NS showed a marked increase in relative collagen content in Act mice at all time points (Fig. 7c), indicating higher stimulation of collagen synthesis in Act vs WT mice compared to non-collagenous proteins, especially in late wounds. The hydroxylysine (Hyl)/hydroxyproline (Hyp) ratio, a measure of the degree of lysyl hydroxylation, progressively increased up to 5d, especially in Act mice (Supplementary Fig. 7a).

**Fig. 7:**
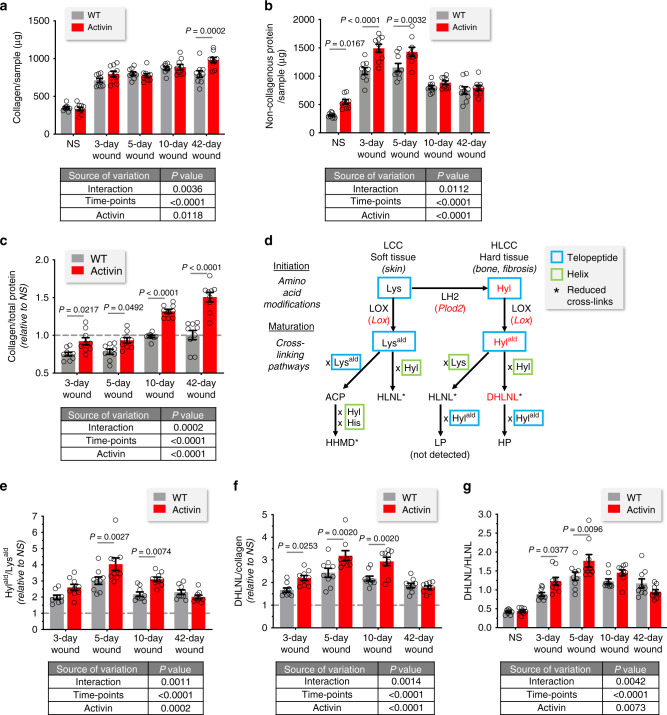
Activin promotes collagen maturation in healing wounds. Biochemical analysis of collagen and non-collagenous proteins using whole lysate from unwounded skin (NS) and from wounds at day 3, 5, 10, and 42 post-injury. **a** Amount of total collagen per sample. **b** Amount of total non-collagenous protein per sample. **c** Amount of collagen per total protein relative to NS (gray dashed line). **d** Diagram outlining the collagen cross-linking initiation and maturation pathways (adapted from ref. ^79^), the enzymes that are responsible for the number (LOX) and the pattern (LH2) of the cross-links, and the cross-links quantified in our analysis. Modifications that are increased in wounds of Act mice are in red. **e** Hyl^ald^/Lys^ald^ ratio relative to NS (gray dashed line). **f** DHLNL/collagen ratio relative to NS (gray dashed line). **g** DHLNL/HLNL cross-link ratio. Graphs show mean ± SEM and *P* values; *n* = 9 biological replicates for mice of both genotypes at all time points; two-way ANOVA and Bonferroni’s multiple comparison post hoc tests; results of two-way ANOVA are shown below each graph (first factor: time point, second factor: activin overexpression). HLCC hydroxylysine aldehyde derived collagen cross-links, LCC lysine aldehyde-derived collagen cross-links, Lys lysine, Hyl hydroxylysine, LH lysyl hydroxylase, LOX lysyl oxidase, Lys^ald^ lysine aldehyde, Hyl^ald^ hydroxylysine aldehyde, ACP aldol condensation product, HLNL hydroxylysinonorleucine, DHLNL dihydroxylysinonorleucine, HHMD histidinohydroxymerodesmosine, LP lysylpyridinoline, HP hydroxylysylpyridinoline. Source data are provided as a Source Data file (Fig. 7).

Biochemical quantification of components of the two main collagen cross-linking pathways^51^ (Fig. 7d) demonstrated a progressive increase in the relative hydroxylysine aldehyde (Hyl^ald^)/lysine aldehyde (Lys^ald^) ratio (normalized to NS), a measure of lysyl hydroxylation of collagen molecule telopeptides involved in cross-links by LH2 and of oxidation of telopeptidyl lysine or hyroxylysine residues performed by LOX, up to 5d (Fig. 7e). Consistent with the regulation of *Plod2* and *Lox* by activin, there was a significantly more pronounced peak of Hyl^ald^/Lys^ald^ at 5d in Act vs WT mice, which was sustained until 10d (Fig. 7e). The dihydroxylysinonorleucine (DHLNL)/collagen ratio (normalized to NS), reflecting the generation of a type of cross-link associated with fibrosis and mechanically stiff tissues (Fig. 7d)^51^, progressively increased up to 5d in mice of both genotypes. Wounds from Act mice had a more pronounced increase at 3d and a larger peak at 5d, followed by a sustained greater abundance until 10d (Fig. 7f). The hydroxylysinonorleucine (HLNL)/collagen ratio (normalized to NS), reflecting the generation of a collagen cross-link associated with soft tissues such as skin (Fig. 7d)^51^, slightly decreased during wound healing, and this was attenuated in Act wounds during the remodeling phase (10d and 42d) (Supplementary Fig. 7b). The DHLNL/HLNL ratio, which quantifies the differential collagen cross-linking pathways in skin and positively correlates with fibrosis and increased tissue stiffness^51–53^, was generally elevated in wounds vs NS and significantly higher in 3d and 5d wounds of Act mice (Fig. 7g). By contrast, there were minimal differences in the histodinohydroxymerodesmosine (HHMD) and hydroxylysylpyridinoline (HP) cross-links across time points and between genotypes (Supplementary Fig. 7c, d). These biochemical results demonstrate that activin stimulates the fibrotic pathway of collagen cross-linking during wound healing.

### Activin changes the biomechanical properties of skin wounds

To determine the biomechanical properties of skin wounds and relate them to histological healing parameters and the fibroblast transcriptome, we developed a non-invasive approach based on observation of the wounded region in vivo using a setup comprised of an upright camera equipped with a telecentric lens (Supplementary Fig. 8a). This method allows simultaneous monitoring of the evolution of (i) the wound morphological area; (ii) the skin deformability in/around the wound; and (iii) the extension of the region biomechanically affected by the wound.

Quantification of the visible wound areas confirmed the expected rate of wound closure in mice of both genotypes (Fig. 8a, Supplementary Fig. 8b, c)^54^. Wounds from Act mice were slightly larger at 3d and 10–21d post-injury. Measurement of the visible wound length along the cranial–caudal direction (Supplementary Fig. 8d) confirmed the exacerbated scar formation of Act mice on 10–21d (Fig. 8b). The rates of change of pooled and individually tracked wound lengths were highest at 3–5d, but Act wounds closed at nearly double the rate of WT wounds (Fig. 8c).

**Fig. 8:**
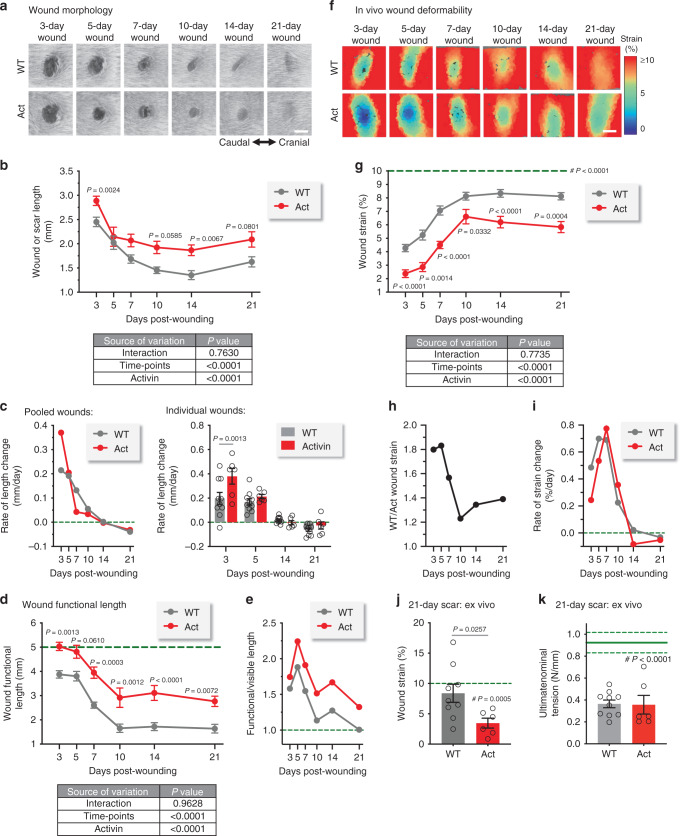
Activin affects the biomechanical properties of skin wounds. **a** Representative photographs of wounds from WT and Act mice at different days post-injury; scale bar: 2 mm. **b** Quantification of visible wound and scar lengths (see Supplementary Fig. 8b, d). *n* = 24, 10, 12, 14, 16, 12 for WT and *n* = 22, 6, 10, 8, 12, 8 for Act mice in 3-, 5-, 7-, 10-, 14-, or 21-day wounds, respectively. **c** Rates of wound length change; green dashed line: no change. Left: Rates using averaged values of pooled wounds. Right: Rates using individual wounds, which were tracked across multiple consecutive time points; *n* = 10 for WT and *n* = 6 for Act mice for all time points. **d** Quantification of wound functional length (see Supplementary Fig. 8e); green dashed line indicates the 5 mm diameter of the biopsy punch. For *n* numbers, see **b**. **e** Graph of the ratios of average functional length to corresponding average wound length; green dashed line indicates equal length of functional and visible wounds. **f** Color maps demonstrating in vivo deformability of wounded tissues (see Supplementary Fig. 8f); scale bar: 2 mm. **g** Quantification of in vivo wound strain; green dashed line indicates the behavior of unwounded skin. For *n* numbers, see **b**. **h** Ratio of average deformation of wounds from WT to Act mice. **i** Rates of localized wound deformation change using averaged values of pooled wounds; green dashed line: no change. **j** Local scar deformability at day 21 post-injury based on ex vivo tensile tests on uniaxial tissue specimens; 10% deformation of the unwounded skin region (green dashed line) is shown for comparison. *n* = 9 for WT and *n* = 6 for Act mice. **k** Tensile strength of WT NS (green line ±SEM) and 21-day scars of WT and Act mice. *n* = 8 for WT NS (from ref. ^17^), *n* = 10 for WT and *n* = 6 for Act mice. Graphs show mean ± SEM and *P* values, with comparisons to NS indicated by #; two-way ANOVA and Bonferroni’s multiple comparison post hoc tests (**b**, **c** right, **d**, **g**), results of two-way ANOVAs are shown below each graph (first factor: time point, second factor: activin overexpression), cf. Supplementary Table 1 for statistical comparisons across time points; two-tailed Student's *t-*test (**j**); one-sample *t*-test vs NS value (10%) (**g**, **j**); one-way ANOVA and Tukey’s multiple comparison post hoc tests (**k**). All *n* numbers indicate biological replicates. Source data are provided as a Source Data file (Fig. 8).

We then subjected a tissue region that included the wound to an elongation of about 10%, which is representative of physiological activities and does not affect the healing process, and we monitored the displacement of fiducial points to reconstruct the deformability of the skin (Supplementary Fig. 8a). Analyzing a narrow strip, which was aligned with the cranial–caudal direction and included both wounded and unwounded skin, we identified a tissue region where the fiducial points underwent reduced displacements in comparison to the unwounded surroundings and defined this as the wound functional length (Supplementary Fig. 8e). Mice of both genotypes showed a clear reduction of this length upon healing, with a strong evolution between 5d and 10d post-injury (Fig. 8d). However, Act mice displayed significantly higher functional length at all time points. Interestingly, this length was only modestly reduced between 3d and 5d in mice of both genotypes (Fig. 8d), in contrast to the clear reduction in the visible wound length (Fig. 8b). Calculation of the ratio of functional to visible wound length indicated a region of biomechanically affected tissue that is 1.5–2.25 times longer than the visible wounds between 3d and 7d (Fig. 8e). This ratio was still 1.3–1.7 up to 21d post-injury in Act mice, while WT mice had no such extension of affected tissue by day 21 (Fig. 8e).

We further reconstructed the movements of fiducial points within a wider region of interest and determined the corresponding heterogeneous state of deformation at 10% overall tissue elongation using a custom-developed algorithm (Supplementary Fig. 8f). This analysis provided visual evidence of a reduced deformability of the healing tissue in mice of both genotypes and at every considered time point as compared to the non-wounded surroundings (Fig. 8f). For comparison purposes, we quantified the deformability of a region of interest selected within the morphologically visible wound (Supplementary Fig. 8f, wound area) throughout healing. Wounds/scars were consistently stiffer than the surrounding non-wounded skin (Fig. 8g), and wounds from WT mice were at least 80% more deformable than those from Act mice at 3–5d post-injury (Fig. 8h). Remarkably, the difference between WT and Act wound/scar deformability increased between d10 and d21 as Act mice developed stiffer scars. Recovery of tissue deformability was slower in wounds of Act mice at 3–5d and 14–21d, but faster at 7–10d post-injury (Fig. 8i).

A comparison of the deformability of wounds across the healing time-course identified significant differences, particularly between days 3–5 and 10–21 (Supplementary Table 1). Systematic analyses (see Methods) confirmed a high degree of measurement reproducibility and robustness with respect to changes in applied global strain and loading rate, which may arise due to manual control of skin elongation (Supplementary Fig. 9a–h). Thus, the proposed method may be used for quantification of longitudinal evolutions of the deformability of wounded skin towards the formation of a scar.

To further analyze the scar tissue, we excised skin specimens at 21d post-injury and performed uniaxial tensile tests in a custom-built setup allowing for local deformation analysis^17^. We quantified the level of deformation in the scar tissue corresponding to a 10% deformation in the nearby-unwounded skin, and confirmed the reduced deformability of Act scars (Fig. 8j). However, comparing the corresponding ultimate loads (i.e. breaking strength) did not significantly differ between genotypes (Fig. 8k), despite the clear reduction in comparison to unwounded WT skin^17^. These results suggest that tissue characterization at such large levels of deformation might not be representative of physiological loading conditions for wounds and scars.

Finally, we performed uniaxial tensile tests on excised unwounded skin samples and observed similar deformability and kinematics behavior (Supplementary Fig. 8i) between mice of both genotypes, despite a thicker skin (~24%) in Act mice (Supplementary Fig. 9j). Therefore, the biomechanical differences between wounds of mice from both genotypes, and thus the stronger scarring phenotype of Act mice, is a characteristic specifically associated with the healing process, in line with our histological, transcriptomic, and biochemical findings.

## Discussion

In this study we tracked ECM-related features across scales and time. We show how the early wound fibroblast transcriptome contributes to ECM deposition and dynamics and how these features are affected by activin. As an essential part of this analysis, we developed an in vivo imaging technology that allows determining mechanical features of normal and wounded skin under physiologically relevant conditions. The results provide mechanistic insight into the pro-fibrotic activities of activin and the molecular features that determine the biomechanical properties of skin wounds.

During wound healing, fibroblasts gain a transcriptional signature that is enriched for pathways associated with stromal cell proliferation, migration, adhesion to ECM, and ECM formation. Remarkably, a comparison with published wound transcriptomics data suggests the existence of a universal wound-induced fibroblast expression profile that is largely independent of wound size and genetic background. This gene expression signature is most likely determined by growth factors and cytokines released at the wound site^5^ as well as by biophysical factors, including mechanical tension^55–57^.

Our work shows how changes in the fibroblast transcriptome translate into histological, biochemical, and mechanical alterations in skin wounds. Increased levels of activin promoted the expression of key enzymes involved in collagen biosynthesis and maturation and of ECM glycoproteins and proteoglycans. We identified some of these genes as direct activin targets in fibroblasts, strongly suggesting that their increased levels in the wounds of Act mice are a result of activin-induced fibroblast alterations rather than a consequence of the mild and only transient increase in fibroblast numbers in wounds of Act mice or of the accelerated wound re-epithelialization in these mice. The activin-induced expression profile was enriched in previously identified scar-forming fibroblast sub-types^9,13^ and in keloid fibroblasts^35,36^. Since activin is overexpressed in hypertrophic scars, keloids, and in other fibrotic diseases^23,24,29,58^, our findings suggest a causative role of increased activin levels in the pathogenesis of a broad spectrum of fibrotic disorders. Therefore, activin and its targets identified in this study qualify as promising biomarkers for diagnosis of skin fibrosis and for therapeutic intervention.

We identified periostin and asporin as direct activin targets in fibroblasts. They enriched in the wound bed of activin-overexpressing mice and were deposited by fibroblasts in an activin receptor-dependent manner. The association of periostin with scar formation is consistent with its overexpression in pro-fibrotic skin fibroblasts^59^ and high abundance in hypertrophic scars and keloids^60^. The association of asporin with excessive scarring and its enrichment in datasets of skin fibrosis is consistent with its high abundance in keloid tissue extracts^61^ and its overexpression in keloids^62^.

There was a clear progression from very stiff to more compliant wound tissue behavior between day 3 and 10 in mice of both genotypes. If collagen was the major determinant of tissue stiffness, the deformability should decrease; therefore, this progression is most likely not a consequence of collagen accumulation. Indeed, we previously demonstrated that collagen present in the wound core at day 7 appears highly crimped and its fibers are not engaged during skin stretching^17^, indicating that it does not significantly contribute to tissue stiffness in the early phase of healing. However, the direct correlation observed between increasing tissue deformability and decreasing non-collagenous protein content points to a contribution of other matrix components, such as glycoproteins and proteoglycans, which were more abundant in the stiffer early wounds from Act mice. During the remodeling phase, the increased stiffness of the resulting scars compared to unwounded skin is consistent with their relatively high collagen content, collagen maturation, and fibrosis-associated cross-linking. The activin-induced alterations of the wound fibroblast transcriptome and matrisome correlated with an increase in fibrosis-associated collagen telopeptide hydroxylation and cross-linking during the mid-to-late phases of healing in the stiffer activin-overexpressing wounds and scars. These features were previously correlated with formation of scars and tissues with strongly compromised mechanical function^53,63,64^.

The identification of mechanical properties of wounds was made possible by the development of a non-invasive technology for in vivo optical measurement of skin deformability at physiologically relevant levels of tension, which also allowed us to determine the length of tissue that is mechanically affected by the wound. Importantly, the technology has strong translational potential for the tracking of wound healing and scar formation in humans since: (i) it does not require highly specialized equipment; (ii) the tapes only contact the skin adjacent to the wound; (iii) in-plane displacement requires minimal training, and its analysis is robust toward differences in the amount of applied force or the level of imposed tissue displacement; and (iv) the degree of displacement required for analysis is in a physiologically relevant range and offers direct haptic feedback against possible tissue overloading, thereby minimizing the risk of wound dehiscence.

The measured evolution of wound deformability is not affected by the applied deformation level, as confirmed by comparing the outcomes of data analyses performed at 10% vs 5% global strain. Thus, we could have obtained equivalent results with a much lower stretch, which might constitute an advantage if the method is applied on fragile tissues. However, depending on the image quality, the applied deformation level might affect the reliability of the optical strain analysis.

Current protocols for evaluating wound mechanical properties using in-plane displacement require excision of the wound tissue^17^ and/or the use of supra-physiologic levels of strain to measure these properties^15^. Our non-invasive method, though less controlled in terms of applied force, provides for a readout that takes into account the in vivo properties of wounds relative to their surrounding tissue. This location-based normalization of wound deformation allows for a universal interpretation of localized deformability across time, wound location, and likely between patients. Importantly, in contrast to other non-invasive methods for evaluation of skin stiffness, e.g. methods that measure out-of-plane displacement by indentation^18^ or stiffness by suction^65^, it does not require physical contact with the fragile wound tissue.

Taken together, this study provides insight into the mechanisms underlying normal and hypertrophic scar formation across scales and identifies important targets for therapeutic intervention. In addition, we present a major technical advance in the biomechanical analysis of wound healing and scar formation with a strong translational potential, which will open avenues for the functional characterization of normal, wounded, and diseased skin.

## Methods

### Animals and wounding experiments

Act mice, which express *INHBA* under control of the keratin 14 promoter (CD‐1 genetic background)^21^, were mated with C57BL/6 mice, and their F1 progeny was used for FACS-sorting and RNA sequencing. For all other experiments we used mice in pure CD-1 background. Wild-type littermates were used as controls. Mice were housed under specific pathogen‐free (SPF) conditions and received food and water ad libitum. Mouse maintenance and all animal experiments had been approved by the local veterinary authorities (Kantonales Veterinäramt Zürich, Switzerland).

An excisional wound model was used to study wound healing kinetics^54^. Female mice (9–12 weeks old) were anaesthetized by isoflurane inhalation, their backs were shaved and cleaned with 70% ethanol, and full‐thickness excisional wounds (5 mm diameter) were generated on either side of the back midline. For biomechanical studies, two wounds were made; for all other studies, four wounds were made. Wounds from each time point were pooled in medium for flow cytometric analysis, or prepared for histology/immunostaining by either fixing in 4% phosphate-buffered paraformaldehyde (PFA) and embedding in paraffin or freezing in tissue freezing medium (Leica Biosystems, Wetzlar, Germany). Wounds were bisected along the cranial–caudal direction and embedded such that sections were always aligned along the same axis and represented the central portion of the wound.

### Isolation and culture of primary dermal fibroblasts

Primary fibroblasts were isolated from neonatal (P2.5) or adult mouse skin or from 5-day wounds of adult mice. Human primary foreskin fibroblasts were kindly provided by Dr. Hans-Dietmar Beer, University Hospital Zurich. The foreskin had been collected with informed written consent of the parents and upon approval by the local ethics committee. For establishment of primary mouse fibroblasts, dermis was separated from epidermis by incubating with a 5% trypsin/EDTA solution for 1 h at 37 °C and gently peeling away the epidermal layer. The dermis was then minced into small pieces and incubated with collagenase type II solution (500 U/ml; Worthington Biochemical Corporation, Lakewood, NJ) for 1 h at 37 °C with manual agitation every 15 min. The cell suspension was poured through a 100 μm cell strainer and the contents were centrifuged at 1200 r.p.m. for 5 min. The resulting cell pellet was resuspended in Dulbecco modified Eagle’s medium (DMEM; Sigma, Munich, Germany), supplemented with 10% FBS/penicillin/streptomycin, and the cells were seeded in culture dishes. Medium was changed the following day and cells were passaged prior to confluency. Absence of mycoplasma was confirmed using the PCR Mycoplasma Test Kit I/C (PromoKine, Heidelberg, Germany).

Cultured primary fibroblasts were starved for 24 h in DMEM/1% FBS before treatment with 20 ng/ml recombinant human activin A (R&D Systems, Minneapolis, MN) in starvation medium for 1.5, 3, or 24 h.

### Cloning, lentiviral production, and transduction of cell lines

The coding sequences for INHBA or dnActRIB were amplified from plasmids using the primers listed in Supplementary Table 3, cloned into the pENTR/D-TOPO vector (#K240020; Thermo Fisher Scientific, Waltham, MA) and subsequently into the pInducer20 vector (kindly provided by Dr. S. Elledge) using the LR Clonase II Enzyme mix (Thermo Fisher Scientific). HEK293T cells at 30% confluency were transfected overnight in DMEM/10% FBS without P/S using jetPEI Transfection Reagent (Polyplus-Transfection SA, New York, NY). For each 10 cm dish, 5 μg DNA was incubated with 1.75 µg pMD2.G and 3.25 µg pCMV-dR8.91 (Addgene, Cambridge, MA). On the next day, the medium was replaced by DMEM/10% FBS/P/S. Cells were cultured for at least 48 h to allow production of the virus. The supernatant was filtered through a Filtropur S 0.2 µm filter (Sarstedt, Nümbrecht, Germany) and stored at −80 °C.

HaCaT cells (immortalized human keratinocytes) were grown to 60–70% confluency in 6 cm dishes and transduced with pInducer20 lentiviruses^66^ that allow Dox-inducible expression of *INHBA* (ActOE) or an empty viral vector (EV) in DMEM/10%FBS/P/S supplemented with 8 µg/ml of polybrene for 6 h at 37°C/5% CO_2_. Afterwards, fresh medium with polybrene was added. Two days later, the selection process was started by addition of 1 µg/ml G418/geneticin (Thermo Fisher Scientific). Isolated G418-resistant clones were used for co-culture studies.

Immortalized skin fibroblasts were initially isolated from PDGFRα-eGFP transgenic mice, immortalized via serial passaging, and transduced with pInducer20 lentiviruses^66^ (as described above) that allow Dox-inducible expression of a dominant-negative activin receptor IB mutant (dnActRIB) or an empty viral vector (EV) (for details and characterization of this cell line, see ref. ^28^).

### Co-culture of HaCaT keratinocytes and mouse immortalized fibroblasts

Four sets of co-cultures were prepared (outlined in Supplementary Fig. 5a): (1) HaCaT EV+ immortalized fibroblasts EV (designated AA); (2) HaCaT ActOE+  immortalized fibroblasts EV (designated BA); (3) HaCaT EV+ immortalized fibroblasts dnActRIB (designated AB); (4) HaCaT ActOE + immortalized fibroblasts dnActRIB (designated BB). Doxycycline was added at 2 μg/ml at the beginning of co-culture (or none for controls). For starvation conditions, 1% FBS in DMEM was used; for wound-like conditions, 10% FBS was used. For ECM analyses, 20,000 HaCaT cells were cultured with 20,000 fibroblasts on coverslips in 24-well plates and co-cultures were analyzed after 7 days. For FACS and gene expression analyses, 40,000 HaCaT cells were co-cultured with 40,000 fibroblasts in six-well plates for 8 days, trypsinized, and reconstituted in FACS buffer. GFP^+^ (fibroblasts) and GFP^−^ (keratinocytes) cells were sorted using the BD FACSAria IIIu equipped with FACSDiva software version 6 (BD Pharmingen, San Diego, CA); sorted cells were re-analyzed to determine >99% purity of sorted cell populations (see Supplementary Fig. 5g).

### Chromatin immunoprecipitation

SBE were located using FIMO (Find Individual Motif Occurrences; version 5.1.1; http://meme-suite.org/tools/fimo) by inputting the Smad2-binding motif matrix file (Smad2(MAD)/ES-SMAD2-ChIP-Seq(GSE29422)/Homer (Motif 330)) and searching within a 10 kb region upstream of the transcriptional start sites and within the genomic regions of *Postn* and *Aspn* (identified via the UCSC Genome Browser using the *Mus musculus* assembly GRCm38/mm10; genome.ucsc.edu). The identified SBEs were manually verified and the conservation of sequences was evaluated using the UCSC Genome Browser.

Immortalized skin fibroblasts were grown to 80–90% confluency in large culture dishes and starved for 24 h in DMEM/1% FBS before treatment with 20 ng/ml recombinant human activin A (R&D Systems) in starvation medium for 6 h. Approximately 5 × 10^6^ cells were harvested and DNA/protein complexes crosslinked with 37% PFA for 10 min and quenched in 0.1 M glycine for 10 min. All subsequent buffers were supplemented with 1 mM AEBSF and 1× cOmplete protease inhibitor cocktail (Roche). Cells were washed in ice-cold 1× PBS and nuclei were prepared in TNT buffer (10 mM Tris, 10 mM NaCl, 0.2% TritonX-100, pH 8). Nuclei were resuspended in NUC buffer (10 mM HEPES, 60 mM KCl, 15 mM NaCl, 0.32 mM sucrose, 0.5 mM DTT, pH 7.5) and incubated at 37 °C for 20 min with Micrococcal Nuclease (#M0247S; 1:1000; New England Biolabs, Ipswich, MA) and 5 mM CaCl_2_. Samples were diluted in lysis buffer and sonicated using a probe sonicator for 3 × 15 s at 30% power/50 amplitude. Supernatant was aliquoted and stored at −80 °C; DNA from one aliquot was purified after RNAse A/Proteinase K treatment to determine DNA concentration and to assess chromatin shearing.

Twenty micrograms of chromatin were incubated overnight at 4 °C with rabbit anti-Histone H3 antibody (#ab1791; 3 μg; Abcam), normal rabbit IgG (#2729; 3 μg; Cell Signaling), or rabbit anti-Smad 2/3 antibody (#D7G7; 3 μg; Cell Signaling). The immunocomplex was then mixed with 50 μl solution containing pre-blocked (with salmon sperm DNA and 1 mg/ml BSA) Dynabeads Protein A (#10002D; Thermo Fisher Scientific). Antibody-bound beads were incubated for 2 h at 4 °C on a rotator, recovered using a magnetic separation rack, and washed twice with cold 0.5 ml lysis buffer and once with cold TE buffer. Bound complexes were liberated in elution buffer (1% SDS, 100 mM NaHCO_3_) twice at 60 °C for 1 h, incubated with RNAse A overnight at 55 °C, and with Proteinase K at 55 °C for 2 h. DNA was purified using the DNA Clean & Concentrator kit (Zymo Research, Irvine, CA). The purified DNA fragments were used for PCR amplification using the Phusion High-Fidelity DNA Polymerase kit (New England Biolabs) and the primers listed in Supplementary Table 4.

### Histology, immunostaining, and image analysis

For Herovici staining, deparaffinized slides were dipped in celestine blue/iron alum solution (5 min), washed in tap water (2 min), dipped in 5% aluminum sulfate/1% alcoholic haematoxylin/4% FeCl_3_/HCl solution (5 min), washed in tap water (2 min), dipped in metanil yellow/acetic acid solution (2 min), followed by acetic acid solution (2 min), washed in tap water (2 min), dipped in Li_2_CO_3_ solution (2 min), followed by methyl blue/acid fuchsin/picric acid/Li_2_CO_3_ solution (2 min), and 1% acetic acid (2 min). Picrosirius Red staining was done using the Picro Sirius Red Stain Kit (#ab150681; Abcam), and Alcian Blue with periodic acid and Schiff’s solution (PAS) staining was done using the Alcian Blue PAS Stain Kit (#ab245876; Abcam), both according to the manufacturers’ instructions. For staining of carboxylated/sulfated acidic glycans, the standard protocol was followed (pH 2.5), and for staining of only sulfated acidic glycans, the Alcian Blue was adjusted to pH 1.

For immunofluorescence staining of cultured cells, coverslips were fixed in 4% PFA, blocked with 1% BSA, and incubated overnight with goat anti-fibronectin (#sc-6952; 1:500; Santa Cruz, Santa Cruz, CA) or goat anti-collagen I (#1310-01; 1:500; SouthernBiotech, Birmingham, AL) primary antibodies, followed by donkey anti-goat Cy3 secondary antibody (#705-165-147; 1:1000; Jackson ImmunoResearch, West Grove, PA), and counterstained with Hoechst 33342 (Sigma). For immunofluorescence staining of co-cultures, coverslips were fixed in 4% PFA, blocked with 10% normal donkey serum (#017-000-121; Jackson ImmunoResearch), and incubated overnight with rabbit anti-fibronectin (#ab2413 1:500; Abcam, Cambridge, UK) and goat anti-collagen I (1:500; SouthernBiotech), or with rabbit anti-periostin (#ab14041, 1:200; Abcam) and goat anti-asporin primary antibodies (#ab31303, 1:200; Abcam), followed by donkey anti-goat AlexaFluor 594 (#705-585-003) and donkey anti-rabbit AlexaFluor 647 (#711-605-152) secondary antibodies (1:1000; Jackson ImmunoResearch), and counterstained with DAPI (Sigma). For immunofluorescence staining of wounded skin, 7 μm cryosections were fixed in ice-cold acetone for 10 min, blocked with 10% normal donkey serum (Jackson ImmunoResearch), and incubated overnight with rabbit anti-fibronectin and goat anti-asporin, or rabbit anti-periostin and goat anti-asporin primary antibodies (1:100; Abcam), followed by donkey anti-goat AlexaFluor 594 and donkey anti-rabbit AlexaFluor 488 secondary antibodies (1:1000; Jackson ImmunoResearch), and counterstained with Hoechst 33342 (Sigma).

Light microscopy images were acquired with the Pannoramic 250 Slide Scanner (3D Histech, Budapest, Hungary) at ×20 magnification. Polarized images were acquired with a Zeiss AxioImager.Z2 microscope (Carl Zeiss AG, Oberkochen, Germany) with a rotary stage and polarization filters at ×20 magnification. Fluorescence images were acquired with a Zeiss AxioImager.M2 microscope with a motorized stage at ×10, ×20, and ×40 magnification. For the latter two microscopes, Zen Pro software (Zeiss) was used to control the camera and to stitch together individual photomicrographs into wound- or coverslip-spanning images.

Light and polarized images were analyzed via ImagePro Plus version 4.5 (Media Cybernetics Inc., Rockville, MD). For quantification of images of Herovici- or Picrosirius Red-stained tissue sections the colors of interest were set manually. For the Herovici stain, blue pixels were considered newly deposited collagen and young, while purple pixels were considered highly crosslinked collagen and mature^17^. For the Picrosirius Red stain, green pixels were considered thin, yellow pixels were considered mixed, and red pixels were considered thick^67^. The same color segmentation settings were used for each image. For the Herovici stain, the number of stained pixels was expressed as percent of total pixels within the wound bed. For the Picrosirius Red stain, the number of stained pixels was either expressed as percentage of total pixels within the wound bed or as a percentage of total green, yellow, and red pixels. For color maps of collagen density, representative Picrosirius Red-stained histological sections were first split according to thin, mixed, and thick collagen fiber signals and then analyzed using a custom-written algorithm that allowed gradients of fiber density to be visualized. After identifying the pixels that corresponded to collagen presence, each image was split into square regions (termed elements, typical size: 50 × 50 pixel), and the relative amount of collagen per element was quantified (relevant pixels/total pixels). A smoothing step was further applied to mitigate the influence of image discretization on the determined collagen density patterns. The collagen density within each region was determined by averaging the results across neighboring elements, as defined by a centroid-to-centroid distance smaller than or equal to the length of the element’s diagonal. Finally, the determined density values were normalized to the image-specific maximum and used to generate the color maps. Immunofluorescence images of co-cultures were analyzed in Fiji^68^. Stitched ×10 images of whole coverslips were cropped identically to remove edges. Individual fluorescence images were arranged in a single combined collage, identically thresholded via Otsu algorithm, and positive pixel areas were quantified in relation to the total image areas.

### RNA isolation and qRT-PCR

RNA was isolated from cultured cells using Trizol (Life Technologies, Carlsbad, CA) or using the Mini Total RNA kit (IBI Scientific, Dubuque, IA) and reverse transcribed using the iScript cDNA synthesis kit (BioRad, Hercules, CA), all according to the manufacturers’ instructions. Quantitative PCR was performed using LightCycler 480 SYBR Green I Master reaction mix (Roche, Rotkreuz, Switzerland) and the primers used in Supplementary Table 2. Data were quantified using second derivative maximum analysis and gene expression represented as relative to the internal housekeeping gene *Rps29* (for mouse samples) or *RPL27* (for human samples).

### Flow cytometric analysis and fluorescence-activated cell sorting

Skin was excised from unwounded back skin and the underlying fat was removed. Wounds at 3-, 5-, and 7 days post-injury were excised using a 4 mm biopsy punch to exclude most of the surrounding unwounded tissue. For analysis and sorting, four 5-day wounds per mouse were pooled. Wounds and unwounded skin were stored in ice-cold RPMI-1640 medium and immediately processed. Tissue samples were minced into small pieces followed by incubation in 2 ml of medium containing 0.25 mg/ml Liberase TL (Roche), 0.25 mg/ml DNase I (Sigma), and 7.5 mM MgCl_2_ for 1 h at 37°C while shaking at 100 rpm. Next, the cell suspension was passed through a 70 μm cell strainer and washed with PBS containing 0.25 mg/ml DNase I and 7.5 mM MgCl_2_. Cells were centrifuged for 10 min at 1200 r.p.m., resuspended in FACS buffer (0.5% BSA, 5 mM EDTA in 1× PBS) containing FcBlock (1:200; BD BioSciences, San Jose, CA), and incubated for 10 min on ice. Cells were centrifuged for 5 min at 2000 r.p.m. and resuspended with FACS buffer containing antibodies against different cell surface markers: CD140a-APC (#135908, clone APA5, 1:200; BioLegend, San Diego, CA), CD45-Pacific blue (#103126, clone 30-F11, 1:600; BioLegend), CD11b-BV711 (#101242, clone M1/70, 1:500; Biolegend), and F4/80-PE (#123110, clone BM8, 1:200; Biolegend). After a 30 min incubation on ice, stained cells were washed with FACS buffer. To exclude non‐viable cells, Sytox Green (1:1000; Invitrogen, Carlsbad, CA) was used according to the manufacturer’s instructions. Cells were either analyzed using the BD LSRII Fortessa or sorted using the BD FACSAria IIIu equipped with FACSDiva software version 6 (BD Pharmingen, San Diego, CA). Fluorescence emission compensation was performed using compensation beads (BD Biosciences). Staining and gating controls included isotype control and fluorescence minus one (FMO) samples. Compensation adjustment, gating, and data analysis were performed using FlowJo software version X (Tree Star Inc, Ashland, OR) and data were exported for further processing.

For cell analysis and sorting, fibroblasts were defined as CD140a^+^ CD45^−^ CD11b^−^ F4/80^−^ live cells. The following groups were chosen for cell sorting: NS_WT, NS_Act, 5dw_WT, 5dw_Act. Four to six samples from Act and WT littermates were processed per session, and four separate sorting sessions were completed. In all, 80,000–100,000 fibroblasts per sample were sorted into RNase-free 1.5 ml tubes with 100 μl FACS buffer supplemented with RiboLock RNase Inhibitor (Thermo Fisher Scientific) at 10 U/sample. Re-analysis of sorted cells showed >90% purity of all samples.

### RNA sequencing and bioinformatics

Sorted cells were centrifuged at 1000 *g* for 10 min and lysed in 350 μl RLT lysis buffer (Qiagen, Hilden, Germany) supplemented with β-mercaptoethanol (1:100). RNA from these cells was isolated via RNeasy Micro Kit (Qiagen) and their quality was analyzed using a TapeStation (Agilent Technologies, Santa Clara, CA). Samples with RIN > 6.8 were pooled from three animals across sorting sessions and adjusted to 100 ng (for NS) or 200 ng (for 5dw). Final RNA samples (*n* = 3 per group) were subjected to the RNA sequencing protocol via poly-A enrichment, True-Seq library preparation, and single-end 100 bp sequencing on an Illumina HiSeq 2500 v3 instrument. 

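Libraries of the same group were compared in pairs. The Pearson correlation of log2 values across the 11979 tested genes was 0.96 to 0.989. Over 12196 to 13392 genes per pair, the differences between the reads of 2 libraries were set against counting error. Their chi-square per degree of freedom was 34.9 to 89.9, where 1 is expected from counting alone. No pair therefore looked like repeats of the same library.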

Sequence alignment to the mouse reference genome (build GRCm38), quality control, and initial bioinformatics analyses were performed in the CLC Genomics Workbench version 12 (Qiagen). Quality control excluded one sample in the 5dw_Act group from further analysis. 

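Of the mapped reads that stand behind the RPKM values of a library, 85.5% to 88.8% were found on the genes listed, except in Act NS replicate 1, where it was 74.0%. Between 19648 and 20635 genes had a value above 0 in each library.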

All other samples generated approximately 25 million reads, showed high (82.3-95.7%) mapping rates to the mouse reference genome, high (93.7–97.5%) mapping rates to genes, and low (0.2–6.1%) rRNA mapping rates.

Numbers of RNA transcripts were determined on the gene level and normalized to reads per kilobase of transcript, per million mapped reads (RPKM). 

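Since an RPKM value is a whole number of reads divided by the length of the gene and the mapped reads, on a fixed scale, the reads and the mapped total can be recovered from the values of many genes. A single mapped total per library made the reads whole, within 0.03, for 100.0% of the 26465 genes with a value above 0. Where the annotated exon length did not give whole reads, another whole length was searched for. The 100.0% is therefore fixed in part by that search. Exon lengths of the GENCODE M21 annotation gave whole reads for 61.6% of the 11979 tested genes. Why they did not for the others was not tested. Of the 47643 symbols 45134 were found in that annotation.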

PCA was performed to evaluate grouping of samples. Genes were ranked according to absolute expression in NS and 5dw fibroblasts, and functional enrichment of the shared genes among 100 top-expressed genes was determined using ARCHS4 Cell Lines Enrichment tab in EnrichR^69^ and by ImmGen MyGeneSet^70^. Differential expression analysis was performed across all group comparisons using the edgeR exact test as implemented in the CLC Genomics Workbench (Qiagen), and differentially expressed genes (DEGs) were determined and compared at the statistical significance level of false discovery rate (FDR) < 0.05. 

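The edgeR exact test works on counts, and it was not run here, neither on RPKM values nor on the recovered reads. The model with 1 mean per group used the spread of all 11 libraries, with a prior of 3.89 degrees of freedom from the trend over genes, so that the 2 Act 5dw libraries are assumed to vary as the other groups do. limma-voom on the recovered reads, a setting chosen after seeing the data, gave 7143 DEGs between WT 5dw and WT NS, 5197 between Act 5dw and Act NS, 6360 between Act 5dw and WT NS and 6229 between WT 5dw and Act NS. When the libraries with the same number were treated as a block there were 7317 DEGs between WT 5dw and WT NS, 3 between Act NS and WT NS and 4 between Act 5dw and WT 5dw, 2 of the latter among the 4 found without the block.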

Venny (http://bioinfogp.cnb.csic.es/tools/venny/index.html) was used to compare the statistically significant (FDR < 0.05) DEGs across all 5dw vs NS comparisons. Shared up- and down-regulated DEGs were subjected to functional enrichment analysis using Gene Ontology (GO) biological processes in EnrichR. The source data file for Fig. 2 and Supplementary Fig. 2 lists the DEGs and output enrichment tables.

To find wound-regulated DEGs in fibroblasts, which are affected by activin overexpression, we first determined the NS group to use for baseline expression. We compared DEGs (FDR < 0.05), which are at least 5% greater in the following two comparisons: (1) log_2_(5dw_Act/NS_Act) vs log_2_(5dw_WT/NS_WT); (2) log_2_(5dw_Act/NS_WT) vs log_2_(5dw_WT/NS_WT). Venny was used to compare the genes, which found that a majority are shared between the two comparisons, and functional enrichment of the shared genes was done using the Reactome database in EnrichR. The Matrisome database^31^ was used to extract the ECM-related genes in these comparisons. We selected NS_WT as the baseline condition, and used comparison #2 to generate a ranked list of activin-regulated, wound-expressed DEGs in fibroblasts. The source data file for Fig. 3 and Supplementary Fig. 3 lists the activin-regulated genes and Matrisome-filtered genes.

### Ingenuity pathway analysis

Wound-regulated genes (556 DEGs) and activin-regulated genes (165 DEGs), in conjunction with their Log_2_Ratio and FDR values, were uploaded to IPA (Qiagen). Core analyses were performed using confidence of only experimentally observed relationships. Data tables associated with Diseases & Functions were exported to identify highly activated enriched functions and regulators in generic wound and activin-exposed wound fibroblasts. Selected functions were arranged in a spreadsheet, and their activation *Z*-scores were color-coded for visualization. Original IPA output data with unfiltered Diseases & Functions for all comparisons are provided in the source data files for Figs. 2 and 3.

### Gene set enrichment analysis

Sets of significantly up- and down-regulated genes were generated by mining of various relevant databases, including SEEK for co-expressed genes, GEO for published transcriptomic data of wound-derived (myo)fibroblasts, skin wound healing, keloid and other scar-forming fibroblasts, and published single-cell RNA-seq data. Original gene sets were uploaded to GSEA version 3 and filtered to those mapped by gene symbol and present in the tested datasets. The gene sets were tested against the generic wound fibroblast signature (5dw vs NS) and the pre-ranked list of activin-regulated wound fibroblast DEGs. GSEA results were organized in tables, and the normalized enrichment scores (NES) and false discovery rate (FDR) values were color coded for visualization. Leading Edge analyses were extracted to identify commonly enriched genes between gene sets. The previously published datasets and samples analyzed, original and filtered gene sets, GSEA settings used for each analysis, ranked gene lists, and original GSEA output data, including leading edge analyses for all experiments, are provided in the GSEA-specific source data file for Figs. 2 and  3.

### Collagen and collagen cross-link analysis

For analysis of collagen and of collagen cross-links^51^, normal skin and wound samples were treated with sodium borohydride (Sigma, 25 mg NaBH_4_/ml in 0.05 M NaH_2_PO_4_/0.15 M NaCl pH 7.4, 1 h on ice, 1.5 h at RT) to stabilize reducible acid-labile cross-links, digested for 12 h at 37 °C with high purity bacterial collagenase (C0773; Sigma, 50 U/ml), and hydrolyzed in 6 N HCl at 110 °C for 24 h. The hydrolysates were precleared by solid phase extraction and analyzed on an amino acid analyzer (Biochrome30, Biochrome, Cambridge, UK). Quantification was based on ninhydrin-generated leucine equivalence factors (DHLNL, HLNL, and HP: 1.8; HHMD: 3.4). The nomenclature used in the manuscript refers to the reduced variants of cross-links (DHLNL, HLNL, HHMD). The ratio of the number of hydroxylysine-aldehydes to lysine-aldehydes involved in cross-links was calculated as (2 × HP + DHLNL)/(2 × HHMD + HLNL). HLNL was grouped as lysine-aldehyde-derived cross-link, because it has been shown that the helical lysine residues utilized for cross-linking (K87, K930, K933) are hydroxylated in skin^71^. Therefore, HLNL forms between telopeptidyl lysine aldehyde and helical hydroxylysine. Collagen and protein contents of the specimens were analyzed in an aliquot of hydrolyzed specimens of the soluble and the residual fraction after collagenase solubilization prior to solid phase extraction. Collagen content was calculated based on a content of 14 mg hydroxyproline in 100 mg collagen.

### Non-invasive optical assessment of wound morphology and deformability

For non-invasive determination of the macroscopic, morphological, and biomechanical wound characteristics over the time course of healing, we developed a measurement technique akin to that presented in ref. ^72^, and extended its use to murine skin wounds. The wounded mice were anaesthetized using isoflurane and laid on an operating stage, which was warmed to 37 °C (Supplementary Fig. 8a). Following hair clipping and disinfection with ethanol, two strips of medical-grade tape (Leukotape; BSN Medical GmbH, Hamburg, Germany) were applied roughly 10 mm proximally and distally to the wound, and used to extend it in the cranio-caudal direction (Supplementary Fig. 8a). The chosen loading level was nearly physiological and thus did not damage the healing or healthy tissue. To enhance measurement safety, the tape bands were pulled manually in order to provide immediate feedback on the applied load level and thus to enhance measurement safety. This method does not provide direct control over the applied strain rate, and post hoc analysis showed that the applied rates were comprised between 0.044 and 0.230 s^−^^1^, with an average value of 0.094 s^−1^ and an SEM of 0.002 s^−1^. However, the influence of the loading rate variability on the present quantification of relative tissue deformability in wounded skin was shown to be very modest (see below, Supplementary Fig. 9a).

The deformation of the extended skin region was monitored by an optical setup, comprising a charge-coupled-device (CCD) camera (UI-2220SE-M-GL; IDS Imaging Development Systems GmbH, Obersulm, Germany) and a ×0.25 telecentric lens (NT55-349; Edmund Optics GmbH, Karlsruhe, Germany) providing a field of view of 30 × 30 mm^2^ with a 1000 × 1000 pixel size; the use of telecentric lenses is essential due to the variability of the relative position between skin surface and objective during mechanical loading. The image acquisition was controlled by a laptop computer via the camera software, allowing video sequences of the tissue extension to be recorded and stored for subsequent analyses. This provided for simultaneous monitoring of the evolution of: (i) the wound morphological extension; (ii) the skin deformability in and around the wound; and (iii) the extension of the region mechanically affected by the wound.

For each video sequence, the first recorded image frame was used to measure the morphological wound extension by using ImageJ software (National Institutes of Health, Bethesda, MD) to manually fit an ellipse to the visible wound region. Quantification of the corresponding area and length along the cranio-caudal direction provided information on the extent of wound closure/contraction throughout healing, including the extent of scar formation (Supplementary Fig. 8b, d).

The recorded image sequences additionally allowed the heterogeneous field of tissue deformation in the skin region of interest to be reconstructed. We first selected fiducial points within a wide tissue region including the wound (cf. green dots in Supplementary Fig. 8f) and tracked their displacement upon extension. Point identification and tracking was based on the contrast pattern naturally offered by the shaved and wounded skin, according to the custom-written Python-based algorithm (Python Software Foundation, Wilmington, DE) that was previously presented for applications to homogeneous deformation fields^73,74^. The displacement vector of each tracking point was first used to determine the global level of mechanical strain along the direction of tissue extension, corresponding to the slope of the regression line, which best described (in a least-square sense) the relationship between point displacements and reference positions^17^. This provided for standardization across all measurements, allowing identification of the instant at which the prescribed 10% (or 5%) global strain level was reached. Then, the inhomogeneous deformation field within and around the wound was quantified by determining the level of strain at each tracking point location. This was attained by estimating the components of the corresponding 2D deformation gradient tensor ($${\boldsymbol{F}} = \frac{{\partial x}}{{\partial X}}$$, $$x$$ and $$X$$ being the 2D position vectors in the deformed and reference configuration, respectively) using weighted least-square fitting. Letting $$P_j$$ be the location where the strain is to be determined, $$P_i$$ the *i*th tracking point, and $$\Vert P_i - P_j\Vert$$ their mutual distance, the weights were given by $$w_{ij} = ( \Vert P_{i} - P_{j}\Vert + 1 )^{ - 1}$$ if $$\Vert P_{i} - P_{j}\Vert\, <\, R_{\mathrm{{max}}}$$ and $$w_{ij} = 0$$ otherwise; based on the typical tracking pattern offered by the shaved skin, the value of $$R_{\mathrm{{max}}}$$ was here set to 100 pixels. The (Green–Lagrange) strain tensor at each tracking point was then computed as $${\boldsymbol{E}} = \frac{1}{2}({\boldsymbol{F}}^{\mathrm{T}}{\boldsymbol{F}} - {\boldsymbol{I}})$$, $${\boldsymbol{I}}$$ being the 2 × 2 identity matrix, and its component along the cranio-caudal direction was used to generate color maps of tissue deformability. To provide a metric for comparison of wound healing progression, a region within the visible wound area was selected and the corresponding average strain was quantified (cf. black box, wound area in Supplementary Fig. 8f).

The recorded image sequences additionally allowed to measure the extension of the tissue region that is biomechanically affected by the wound presence, thus providing a metric for wound size that also relates to tissue functional recovery and not simply to wound morphology. We further focused the analysis on a narrow tissue strip including the wound and generated a displacement vs reference position chart. Least-square-based determination of regression lines for the regions located within and around the wound^17^ showed that the biomechanically affected tissue most often extended beyond the morphologically visible wound areas (cf. Supplementary Fig. 8e); the corresponding distance was thus termed functional wound length and quantified throughout the experimental campaign.

The dynamics of macroscopic tissue biomechanical and morphological changes was also assessed by determining the rate of change of the parameters presented above. The rate of change in wound length and deformability at days 5–14 were approximated according to a central finite-differentiation scheme, accounting for the uneven spacing between measurement time points:

1 $$\frac{{\partial f_i}}{{\partial t_i}} \approx \, \frac{{t_i - t_{i - 1}}}{{\left[ {\left( {t_{i + 1} - t_i} \right)\left( {t_{i + 1} - t_{i - 1}} \right)} \right]}}f_{i + 1} + \frac{{t_{i + 1} - 2t_i + t_{i - 1}}}{{\left[ {\left( {t_{i + 1} - t_i} \right)\left( {t_i - t_{i - 1}} \right)} \right]}}f_i\\ \, - \frac{{t_{i + 1} - t_i}}{{\left[ {\left( {t_i - t_{i - 1}} \right)\left( {t_{i + 1} - t_{i - 1}} \right)} \right]}}f_{i - 1},$$

where $$f$$ is the function whose rate is to be determined, $$t_i$$ the time point at which the rate is computed, $$t_{i - 1}$$ the previous time point, and $$t_{i + 1}$$ the subsequent one. Conversely, forward differentiation was used for the day 3 rates, $$\frac{{\partial f_{3{\mathrm{d}}}}}{{\partial t_{3{\mathrm{d}}}}}\, \approx\, \frac{{f_{5{\mathrm{d}}} - f_{3{\mathrm{d}}}}}{{t_{5{\mathrm{d}}} - t_{3{\mathrm{d}}}}}$$, and backward differentiation for the day 21 rates, $$\frac{{\partial f_{21{\mathrm{d}}}}}{{\partial t_{21{\mathrm{d}}}}}\, \approx\, \frac{{f_{21{\mathrm{d}}} - f_{14{\mathrm{d}}}}}{{t_{21{\mathrm{d}}} - t_{14{\mathrm{d}}}}}$$.

In particular, the rates of wound length change were computed both starting from average and individual values of wound length. While the former metric provides an overview of the wound healing dynamics, the latter allows for direct statistical comparison of rates across time points and animal phenotypes. However, the latter was not consistently available throughout the experimental campaign due to the variable number of wounds tested at each time point (cf. legends of Fig. 8b vs c, right panel).

### Assessments of robustness and reproducibility of wound deformability measurements

The choice of the 10% global strain did not affect the measured progression of the wound biomechanical properties, as shown by comparing results obtained at a global strain of 5% or 10% (Supplementary Fig. 9a). Furthermore, varying the applied loading rate by 100-fold marginally altered the elastograms and the quantified wound strains in a synthetic model system (Supplementary Fig. 9b–d) and in a non-linear rate-dependent finite-element simulation (Supplementary Fig. 9e–g).

Due to the chosen manual method for load application, the imposed loading rate might vary considerably in the different experiments. To assess if these variations affect the results, we used a rate-dependent synthetic model system of a cutaneous wound. This was obtained by inserting a 6-mm-diameter disc of sandpaper between two sheets of the acrylic elastomer VHB 4910^TM^ (3M GmbH, Rüschlikon, Switzerland), whose time-dependent mechanical characteristics have been previously quantified^75^. Following surface preparation for optical strain tracking^74^, the specimen (clamp to clamp distance: 40 mm, width: 50 mm) containing the stiff inclusion at its center was mounted on our previously described custom-made setup for mechanical testing^74^ and extended to about 15% nominal strain at a strain rate of either 0.10 or 0.001 s^−^^1^. The former value was chosen to be representative of the strain rate applied in the in vivo experiments, whereas the latter was chosen to represent a particularly slow elongation. As a consequence of the viscoelastic behavior of elastomer, the force required for the low strain rate extension was about one half of that corresponding to the faster loading (Supplementary Fig. 9b). The elastograms obtained using the algorithm described in our manuscript displayed only modest differences between the two cases, despite the large strain rate variation applied (Supplementary Fig. 9c). Quantifying the strain in the center of the stiff inclusion (Supplementary Fig. 9d) further showed a limited increase (approximately 2.2% vs 1.7%) despite the extremely large, namely 100-fold, variation in the imposed strain rate. Note that this difference is much lower than the relative variations observed in the course of healing (Fig. 8g).

We further corroborated these experimental results by performing non-linear rate-dependent finite-element simulations of load application to a wounded skin sample with planar dimensions of 25 × 25 mm^2^, thickness of 1 mm, and including a 5-mm-diameter wound at its center. The constitutive behavior of healthy skin tissue was directly adopted from refs. ^76,77^, where a model of skin’s time-dependent mechanical behavior in vivo was derived and validated; the parameter *µ*_0_, akin to a shear modulus for the tissue, was increased by one order of magnitude in order to represent the wounded tissue behavior. Elongating the specimen by 10% in either 100 or 1 s yielded again strain rates differing by a factor of 100, which resulted in an almost two-fold increase in the reaction force (Supplementary Fig. 9e). This is similar to the experimental results obtained on a specimen of VHB 4910^TM^ (Supplementary Fig. 9b). Despite the important variation in the imposed strain rate, the predicted strain patterns obtained from finite-element simulations are not visibly different inside or outside of the stiff inclusion (Supplementary Fig. 9f). Quantifying the strain level at the center of the wounded region confirmed the modest influence of strain rate on this parameter (Supplementary Fig. 9g).

The reproducibility of deformability measurements was evaluated through a comparison of data from WT mice (Supplementary Fig. 9h). Permutations of two independently performed experiments showed significant differences between experiments at d3 vs d10 (Supplementary Fig. 9h top). By contrast, there were no statistically significant differences for independent measurements corresponding to the same time points at d3, d10, and d14 (Supplementary Fig. 9h bottom).

### Mechanical testing of excised tissue specimens

Twenty-one-day-old wounds were excised after sacrifice of the mice, and specimens containing the scar were subjected to mechanical testing under uniaxial tensile conditions^17^. Compared to the in vivo methodology developed here, this configuration provides easier control of the boundary and testing conditions as well as quantitative insight into tissue stiffness, at the expenses of being far from physiological in vivo conditions. To test the scar mechanical behavior in a physiologically relevant range of deformations, we focused our analysis on the instant when a strain level of 10% was reached in the tissue far away from the wound. The corresponding scar deformation was extracted and compared for both mouse genotypes, using wounds from WT and Act mice. In line with the in vivo measurements, the strain was here defined as $$\varepsilon = (\lambda _1^2 - 1)/2$$, $$\lambda _1$$ being the tissue stretch along the testing direction. Additionally, the ultimate nominal tension (i.e. force/reference width), corresponding to the moment when a fissure was visible, was also quantified according to ref. ^17^ in order to provide a measure of scar tissue strength.

To compare the non-wounded skin of WT and Act mice, and possibly identify characteristic biomechanical differences that do not arise as part of the wound healing process, we additionally subjected tissue specimens (gauge dimensions: 20 × 5 mm^2^, length × width) to a uniaxial testing protocol^73^, and quantified their resistance to deformation as well as the in-plane kinematics^73^.

The thickness of skin from Act and WT mice was quantified by leveraging a custom-built setup for confined compression tests, which allowed determining the resting position of a shaft weighing 20–30 g and placed in contact with the tissue.

### Statistics

Statistical analysis was performed using the PRISM software, version 8 for Mac OS X or Windows (GraphPad Software Inc., San Diego, CA). Shapiro–Wilk test was performed to validate normality of data prior to statistical testing. For comparison of two groups, *F* test was used to verify equal variance between groups, followed by the two-sided Student's *t*-test; for comparison of more than two groups, Brown–Forsythe test was used to verify equal variance between groups, followed by one‐way or two-way ANOVA and Tukey’s or Bonferroni’s multiple comparisons post hoc tests. Equivalence tests using 90% confidence intervals were conducted^78^. Exact *P* values of statistical comparisons are shown in the figures.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Reporting summary

Peer review file

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article, its supplementary information file, in the source data files or from the corresponding authors upon reasonable request. RNA sequencing data from skin and wound fibroblasts of WT and Act mice have been deposited in the Gene Expression Omnibus database under accession code: GSE134789. Source data files have been deposited in the ETH Zurich Research Collection (10.3929/ethz-b-000409545 [https://www.research-collection.ethz.ch/handle/20.500.11850/409545]).

How the deposited data were processed for this re-analysis (not part of the article)

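Fibroblasts were sorted from normal skin (NS) and 5-day wounds (5dw) of WT and Act mice as live cells with CD140a and without CD45, CD11b and F4/80. Each library held poly-A RNA pooled from 3 animals, and 11 libraries were used: 3 of WT NS, 3 of Act NS, 3 of WT 5dw and 2 of Act 5dw. The authors aligned the reads to GRCm38 in CLC Genomics Workbench 12, counted them on genes and deposited RPKM values for 47643 gene symbols. The authors tested for DEGs with the edgeR exact test in the same program, at an FDR under 0.05. That test takes counts. It was not run here, neither on the RPKM values nor on the reads recovered from them.

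The mapped total behind each library was recovered as the number that turns RPKM times gene length into whole reads, with a tolerance of 0.03, and it was 18649321 to 39702138. Precision is limited by the number of libraries more than by this depth for well expressed genes, and counting error is not given separately. In a test on simulated values, the recovery found every mapped total without error and the right number of reads for 99.0% of 5763 genes. The reads were used for the comparison of replicates, for thinning and for limma-voom. Gene coordinates, biotypes, GC content and exon lengths came from the GENCODE M21 annotation of GRCm38, in which 45134 of the symbols and 11607 of the tested genes (96.9%) were found. Sharing between genes was measured as the percent of a gene's 31-base sequences that also occur in another gene.

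Genes with an RPKM of at least 1 in at least 2 libraries were tested (11979 genes). Values were log2(RPKM + 0.5) and were fitted with limma-trend with 1 mean per group over all 11 libraries, with 7 residual degrees of freedom and a median prior of 3.89. The comparisons were the 4 of 5dw with NS, Act NS with WT NS, Act 5dw with WT 5dw, and the interaction of wounding and genotype. p-values were adjusted by the Benjamini-Hochberg method within each comparison, and DEGs have an adjusted p under 0.05. The samples, the main settings, the alternatives and the rule for naming genes were chosen before the data were examined, except where the text says otherwise. The design has no p-value under 0.1 for 3 libraries against 3 in an exact permutation test, so single genes rest on the model. The same holds for gene lists, whose p-values come from the fitted model and not from an exact test. They are adjusted over the lists where the main setting is given, and unadjusted where another setting, the interferon list or a value marked as unadjusted is given.

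On simulated values with 200 genes changed in the libraries of 1 group, out of 11979, a 2-fold change was found in 47.5% of changed genes for WT 5dw against WT NS, in 29.5% for Act 5dw against WT 5dw and in 48.5% for Act NS against WT NS. A 4-fold change was found in 100%, 98.5% and 98.5%. Between 4 and 14 unchanged genes were called. Every gene had the same fixed dispersion, which was not estimated from these libraries, so the shares hold for that spread alone. The list tests gave a p of 1.38e-18 with camera and 1.27e-06 with fry for a changed list of 30 genes. For an unchanged list of 30 genes they gave 0.42 with camera and 0.414 with fry. Genes were drawn independently, so neither test was tried on a list whose genes move together.

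The 29 gene lists were written by gene name or name pattern: collagen genes, collagen processing and cross-linking, small leucine-rich proteoglycans, matrix metalloproteinases, contractile genes, chemokines, hypoxia-response genes, proliferation genes, activin ligands other than Inhba, activin receptors, activin and TGF-beta feedback genes, dissociation-response genes, mitochondrially encoded genes, replication-dependent histone genes, ribosomal protein genes, haemoglobin genes, Y-linked genes and Xist, and markers of fibroblasts, keratinocytes, immune cells in general, macrophages, neutrophils, T cells, endothelial cells, pericytes, adipocytes, skeletal muscle and Schwann cells. They were tested with limma's camera at a fixed correlation of 0.01 between genes, with fry, and with camera at an estimated correlation. The result of the activin and TGF-beta feedback genes is not reported here. A further list of 42 interferon-response genes was written after the values were seen. The lists stand in for the databases that the paper used for enrichment, which were not used here.

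Genes were named by a rule: the genes that the paper names for these data in its text, Fig. 2c, Fig. 2d and Fig. 3h, the 5 with the highest and the 5 with the lowest mean log2FC over the 4 comparisons of 5dw with NS among DEGs in all 4 without overlap between the tissues, up to 5 DEGs of each genotype comparison in order of p, and check genes from the lists. The values that the paper prints for its own genes had been seen. Cd3e, Arhgdib, Tek, Cd14, Ndufa4l2, Lpl and Thy1 are from the lists and were picked after their values were seen.

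The alternatives to the main setting were a pseudocount of 0.1 or 1, no filter on low values (26465 genes), a stricter filter of 5 RPKM (6596 genes), median-ratio scaling, quantile normalization, no trend of the spread over intensity, array weights, libraries with the same replicate number treated as a block, a fit of only the groups compared, and each of the 11 libraries left out in turn. When 1 of the Act 5dw libraries was left out, the lone library left was assumed to vary as the other groups do. After seeing the data, limma-voom on the recovered reads was added, with and without median-ratio scaling. The authors do not say that libraries with the same number belong together. After removal of the group means, libraries of the same number had a correlation across genes of 0.55, 0.42 and 0.33 between WT NS and Act NS, of 0.19, 0.12 and 0.11 between WT NS and WT 5dw, and of 0.22, 0.2 and 0.26 between Act NS and WT 5dw. With the 2 Act 5dw libraries it was between -0.12 and 0.19, so no pairing was established there.

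Other checks used all 10 splits of 6 libraries into 3 and 3 or of the 5 wound libraries into 2 and 3, 100 drawn splits of the 462 splits of all libraries into 6 and 5, 20 draws of simulated data with shared baseline libraries, 20 draws in which the WT 5dw reads were thinned to a depth of 23078796, and removal of trends with GC content and exon length by lowess with a span of 0.3. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The excluded Act 5dw library, the enrichment databases and the published datasets that the paper compares with were not analysed here.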

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

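The comparison of the wounding effects between genotypes for single genes was set in advance. So were the list tests of the keratinocyte markers between the genotypes in NS and between the tissues in WT mice. The tests of the lists for the comparison of wounding effects, with a fixed or an estimated correlation, were chosen only after the results were seen. So was the count of keratinocyte markers that reached a set RPKM in every library. The same holds for the tests of interferon genes, other splits, thinned reads, GC content and length, shared sequences and T cell RNA.

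The log2FC of Inhba by wounding was lower in Act than in WT mice, by -2.45 (standard error 0.55), a difference that did not pass over all genes (limma adjusted p = 0.549). Inhba rose in WT mice (log2FC 1.77) and not in Act mice (-0.67, standard error 0.41), where its RPKM was already 36.3 to 91.1 in NS. A technical explanation is RNA of keratinocytes, which carry the transgene, in the NS libraries. The keratinocyte markers were higher in Act NS than in WT NS in camera (unadjusted p of 1.39e-06, 13 of 14 genes) and not in fry (unadjusted p of 0.525). Inhba per Krt14 was 0.187, 0.172 and 0.185 in Act NS and 0.0351, 0.0263 and 0.0131 in WT NS. In 5dw it was 0.356, 0.138 and 0.0454 in WT and 0.199 and 0.327 in Act. More keratinocyte RNA of the WT kind would leave this ratio as it is in WT NS, whereas transcripts of the transgene counted on Inhba could raise it. The paper places the transgene under the keratin 14 promoter. In the Act NS libraries Inhba was 36.3, 59.1 and 91.1 where Krt14 was 194, 344 and 493. Such a rise in step goes with keratinocyte RNA that carries the transgene. In Act 5dw it was less even, with Inhba at 26.2 and 50.2 where Krt14 was 132 and 153. A rise of Inhba in fibroblasts themselves is not excluded, because the libraries are few. The values also do not part human from mouse reads, so the sources cannot be told apart fully. The biological explanation, activin acting on Inhba in fibroblasts, was not tested.

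In 5 of 23 gene lists the log2FC by wounding was lower in Act than in WT mice by camera: collagen genes (unadjusted p of 0.000755, median difference -0.07, 13 of 34 genes higher), chemokines (0.00525, -0.19, 7 of 20), proliferation genes (6.79e-07, -0.29, 4 of 23), keratinocyte markers (0.000493, -0.59, 1 of 14) and replication-dependent histone genes (3.04e-05, -0.24, 8 of 24). The keratinocyte markers fell with wounding in WT mice (median log2FC -2.39), so for them this is a larger fall. The median difference of all genes was 0.08. By fry none of the 23 lists passed, with 0 at an unadjusted p under 0.05. With the correlation between genes estimated from the data, the smallest unadjusted p of the 5 lists was 0.0673. The calls are consistent with genes of a list moving together between libraries, which the fixed correlation of 0.01 does not cover. An effect of genotype on the wounding response of these lists stays open and was not tested further.

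Genes that respond to interferon were lower in Act 5dw, a difference outside the genes the paper discusses. Some had been seen among the smallest p-values of Act 5dw against WT 5dw, and a list of 42 genes, 10 of them seen first, was then written. In Act 5dw 1 of 42 was higher than in WT 5dw, with a median log2FC of -0.70 (unadjusted p of 0.0121 in fry and of 0.0116 in camera with an estimated correlation), and 28 genes passed when adjusted over the list alone, which is no independent evidence. Over the 32 genes not seen first the median was -0.57 (fry, unadjusted p of 0.0338). In NS 40 of 42 were higher in Act (median 0.26, fry, unadjusted p of 0.241), in a fit that does not pair libraries with the same number. In replicates 1, 2 and 3 the mean log2 value of the list was 3.27, 3.59 and 3.36 in WT NS. It was 3.58, 3.97 and 3.55 in Act NS. The effect of wounding differed between genotypes with a median of -0.86 (fry, unadjusted p of 0.0114). The mean log2 value of the list was 2.97, 3.75 and 3.53 in WT 5dw and 2.79 and 2.53 in Act 5dw. With single libraries left out the median stayed between -0.91 (without WT 5dw replicate 1) and -0.57 (without WT 5dw replicate 2). Several technical explanations were argued against. The median was -0.67 with the WT 5dw reads thinned to the depth of Act 5dw, -0.67 after median-ratio scaling, -0.63 with trends over GC content and length removed (fry, unadjusted p of 0.0148), and -0.59 over the 29 genes with under 5% shared 31-base sequences (fry, unadjusted p of 0.0136). Chance stays open: over the whole list the real split of the 5 wound libraries had the lowest median of 10, 1 of 10, and 10 splits cannot give a share under 0.1. WT 5dw replicate 1 with Act 5dw replicate 3 gave -0.64, and the same value over the 32 genes not seen first, lower than the -0.57 of the real split. For the effect of wounding that split gave -0.91, again lower than the -0.86 of the real one. A difference between pools of animals or sorting sessions may also play a part, as the labels give neither per library, and an effect of the genotype was not tested apart from these. The list shares Cxcl9 and Cxcl10 with the chemokines, and Cxcl10, its most abundant gene, had a mean RPKM of 151 in NS and 227 in 5dw.

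Keratin transcripts were abundant in libraries sorted for fibroblasts. Krt10 had a mean RPKM of 807 in NS (297 to 1685) and 14.8 in 5dw (9.29 to 31.9), Krt14 291 (192 to 493) and 197 (57.8 to 528), and Krt5 257 (160 to 410) and 89.3 (24.5 to 253). Of the 14 keratinocyte markers 13 had an RPKM of 1 or more in every NS library and 12 in every 5dw library. This is consistent with RNA from keratinocytes in the sorted samples. The markers did not part the tissues alike, since the highest Krt14 of all libraries was that of WT 5dw replicate 3. The fall of the markers after wounding had a median log2FC of -2.39, 1.99 under the median of all genes, with 2 of 14 genes higher (fry adjusted p = 0.131, camera adjusted p = 0.754). Whether the RNA came from whole cells or from free RNA was not tested. Expression of keratins by the fibroblasts themselves was not tested either, and 29.2% of the 31-base sequences of Krt14 occur in other genes.

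Cd3e, which encodes a protein of T cells, had a mean RPKM of 12.5 in NS (2.94 to 33.9) and 74.1 in 5dw (55.5 to 105), a log2FC of 3.37 between WT 5dw and WT NS (limma adjusted p = 0.00238), higher in every 5dw library. RNA of T cells is argued against, since Cd3d, Cd3g, Trac and Lck reached at most 0.793 in any library. The deposited labels name CD3 among the markers that the sorted cells lacked, which the paper does not, and describe the sequencing as stranded. The annotation places Gm48719 on the opposite strand of Cd3e and Gm48720 on the same strand, within an intron, and reads from either are a candidate source that was not tested, as the strand setting of the counting was not found. No biological explanation was tested.

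The DEGs between Act 5dw and WT 5dw lie outside the genes the paper discusses in its text. Atp5j2 had a log2FC of -1.77, and wounding raised it in WT mice by 1.51 and not in Act mice (interaction -1.52, standard error 0.21, adjusted p = 0.0913). With the WT 5dw reads thinned to the depth of Act 5dw, a median of 3 of the 4 genes was still called (2 to 4 over 20 draws), which argues against depth. With trends over GC content and length removed, the adjusted p was 0.00254 for Atp5j2 (log2FC -1.72) and 0.0428 for Cox8a (-1.27), against these trends as the whole cause, and 0.0577 for Lsm7 (-1.07) and 0.136 for Rps6-ps4 (0.96). For these 2 genes the trends cannot be told apart from a difference between the genotypes, since both lost their calls and kept the direction of their log2FC. Atp5j2 and Cox8a share 0% of their 31-base sequences with other genes, which argues against reads shared between copies as their explanation. For Lsm7, with 23.4% of its 31-base sequences in other genes, and Rps6-ps4, with 100%, their own reads and those of copies cannot be told apart, since the values do not part the reads. Chance is not excluded, since 1 of 10 splits of the wound libraries, the real one, gave as many DEGs and a share under 0.1 cannot be reached. The highest of the other splits gave 1. An effect of the genotype on the 4 genes stays open and was not tested.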

How the results depend on the processing

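Apart from limma-voom and the thinning of reads, which were added after seeing the data, the settings in this part were set in advance. The tests with fry and with an estimated correlation accompany camera.

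For the 77 results of single genes, 1693 of 1771 values under the alternatives kept their direction and their side of the threshold. A further 56 values of 9 results kept their direction and lost their call, and 22 values of 15 results changed sign. Between WT 5dw and WT NS, 1052 values of 46 genes stayed, and 4 lost their call: C1qtnf3 without WT NS replicate 3, Cxcl1 without the filter, and Pdgfra after median-ratio scaling, with and without limma-voom. The adjusted p of Pdgfra (log2FC -0.63) ranged from 0.000794 to 0.301. In the comparison of Act 5dw with WT 5dw 605 values of 29 genes stayed and 42 of 4 genes lost their call. For 11 results of gene lists 253 of 275 values stayed, 20 were weaker, 1 was stronger and 1 changed direction. A further result, the collagen genes between Act 5dw and WT 5dw, changed direction in 2 settings.

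With the stricter filter there were 3771 DEGs between WT 5dw and WT NS, 3104 between Act 5dw and Act NS, 3698 between Act 5dw and WT NS, 3385 between WT 5dw and Act NS and 1 between Act NS and WT NS. The number of DEGs shared by the 4 5dw vs NS comparisons was 2576, that of genes with a 5% larger induction in Act, WT NS baseline, 147, and with both baselines 109. PC1 held 79.1%. Fewer genes are tested by construction. The direction of the collagen genes between Act 5dw and WT 5dw changed (camera, unadjusted p of 0.285), and the cause was not tested.

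Without the filter there were 9 DEGs between Act NS and WT NS, 18 between Act 5dw and WT 5dw, 10 for the interaction, 272 genes with a 5% larger induction in Act in both baselines, and PC1 held 72.2%. After median-ratio scaling there were 2 DEGs between Act 5dw and WT 5dw, 631 shared up-regulated DEGs, 757 genes with a 5% larger induction in Act, WT NS baseline, and 491 with both baselines, PC1 held 74.4% and Eef1a1 had a log2FC of 0.37 in place of -0.08. Under quantile normalization there were 4032 DEGs between Act 5dw and WT NS, 2 between Act 5dw and WT 5dw, 652 shared up-regulated DEGs, 780 genes with a 5% larger induction, 549 with both baselines, PC1 held 72.8% and Ltbp2 had a log2FC of 0.02 between the wound groups. These normalizations shift all genes by construction, as the median log2FC of all genes moved from -0.40 to 0 between WT 5dw and WT NS. With no trend over intensity 4 DEGs were found between Act NS and WT NS, with array weights 4, with 1 for the interaction, and in a fit of only the groups compared 0, where 2 were found with the main setting. The cause was not tested.

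limma-voom gave 1 DEG between Act NS and WT NS and 2 between Act 5dw and WT 5dw. With median-ratio scaling it gave 1 and 1, 4030 between Act 5dw and WT NS, 775 shared up-regulated DEGs, 753 genes with a 5% larger induction in Act, WT NS baseline, 467 genes with a 5% larger induction in Act in both baselines and 0.37 for Eef1a1. PC1 held 56.1% with unit variance and 86.7% over the 500 most variable genes. Treating libraries with the same number as a block turned the difference between Act 5dw and WT 5dw to -0.00 for P4ha2, -0.02 for Col7a1 and -0.01 for Bgn, and Lsm7 (adjusted p = 0.104, range over the alternatives 0.0141 to 0.354) and Rps6-ps4 (0.104, range 0.011 to 0.351) lost their calls. It changed no other call of a gene named here. The cause was not tested.

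With each library left out in turn, the DEGs ranged from 5777 to 7335 between WT 5dw and WT NS, from 3505 to 5860 between Act 5dw and Act NS, from 4316 to 7055 between Act 5dw and WT NS and from 4955 to 6375 between WT 5dw and Act NS. The numbers 3505 and 4316 are those without Act 5dw replicate 3. Between Act NS and WT NS the range was 0 to 7, with 7 without WT NS replicate 1, 4 without Act NS replicate 1, 1 without Act NS replicate 2, and 0 without WT NS replicate 2 or WT NS replicate 3. Between Act 5dw and WT 5dw it was 0 to 4, with 0 without Act 5dw replicate 1 or Act 5dw replicate 3, 1 without WT 5dw replicate 1, WT 5dw replicate 2, Act NS replicate 2 or Act NS replicate 3, and 2 without WT 5dw replicate 3 or WT NS replicate 2. For the interaction it was 0 to 2, with 1 without WT NS replicate 2 and 2 without Act NS replicate 3. Shared DEGs ranged from 2979 (without Act 5dw replicate 3) to 4981 and shared up-regulated DEGs from 278 to 359. Genes with a 5% larger induction ranged from 182 to 378, and with both baselines from 132 to 298. The highest numbers of both are those without Act 5dw replicate 1. PC1 held 74.5% to 79.7%, and 76 to 80 of the top 100 genes were shared. The camera p of the collagen genes between Act 5dw and WT 5dw ranged from 0.101 to 0.995, with the other direction without Act 5dw replicate 1 (unadjusted p of 0.281). For collagen processing and cross-linking, Act 5dw vs WT 5dw, it ranged from 0.000333 (without Act 5dw replicate 3) to 0.708, with the other direction and an unadjusted p of 0.00511 without Act 5dw replicate 1.

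The log2FC between Act 5dw and WT 5dw changed sign for 14 genes, in the ranges -0.26 to 1.15 for Prg4, -0.29 to 0.78 for Timp1, -0.25 to 0.62 for Mmp9, -0.00 to 0.28 for Plod2, -0.20 to 0.42 for Col5a3, -0.10 to 0.34 for P4ha2, -0.04 to 0.24 for Adam19 and -0.02 to 0.18 for Fbn2, whose lowest values are those without Act 5dw replicate 3. The ranges were -0.09 to 0.26 for Col7a1, -0.19 to 0.42 for Mmp13 and -0.03 to 0.15 for Bgn, lowest without WT 5dw replicate 2, where Col7a1 was also below 0 without Act 5dw replicate 3 (-0.06). They were -0.03 to 0.20 for P4ha3, lowest without WT 5dw replicate 1, -0.05 to 0.17 for Cthrc1, lowest without Act 5dw replicate 1, and -0.64 to 0.55 for Ltbp2, which was 0.55 without Act 5dw replicate 1 and 0.16 without WT 5dw replicate 3. Beyond the smaller number of samples, the cause was not tested.

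The called genes kept their direction, with ranges of 2.98 to 3.64 for Inhba and -2.76 to -2.27 for Serpina3b in NS, and of -1.80 to -1.72 for Atp5j2, -1.29 to -1.18 for Cox8a, -1.29 to -1.12 for Lsm7 and 0.95 to 1.07 for Rps6-ps4 in 5dw. Depth limits weakly expressed genes most. The WT 5dw libraries were the deepest, and thinning them left a median of 3 DEGs between Act 5dw and WT 5dw, 2 to 5 over 20 draws.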

Differences from the paper's values

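The tests and settings named here were set before the data were examined, apart from limma-voom and 2 ways to average the folds, which were chosen after seeing the values.

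The paper reports 556 DEGs shared by all comparisons of 5dw with NS, and here there were 4574, of which 352 had a log2FC above 1 in all 4, against 367 shared up-regulated genes with a log2FC above 1 in the paper. That number was 631 after median-ratio scaling, 652 after quantile normalization and 775 with limma-voom and median-ratio scaling. The numbers of DEGs read by eye from Fig. 2d are about 900 between WT 5dw and WT NS, about 710 between Act 5dw and Act NS, about 660 between Act 5dw and WT NS and about 920 between WT 5dw and Act NS. The numbers here were 6978, 5459, 6584 and 6137. None of the 21 alternatives set in advance, nor limma-voom, came within 1.5 times of the paper's value for any of these 5 numbers. Between Act NS and WT NS the paper's number is about 1 in Fig. 2d, read by eye, and here 2. The stricter filter and the fit without Act NS replicate 2 gave 1, and the other 19 alternatives did not. limma-voom, with or without median-ratio scaling, also gave 1, a setting chosen after seeing the values that kept Inhba. For Act 5dw against WT 5dw the number printed in Fig. 2d is the same as the 4 found here. Only the number was compared, not the genes behind it. With both Act 5dw libraries in the fit it ran from 1 to 18 over the settings here.

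The column of Fig. 3h labelled as log2FC holds fold changes on a linear scale, since its values over 23 genes are a median of 1.30 times the linear folds computed here. On that scale the mean of the folds of Act 5dw and WT 5dw over WT NS was within the paper's for 20 of 23 genes. Within means under 1.5 times apart or closer than the SD of the replicates. The paper's folds were higher as a set, not only in the genes named next. The libraries were not scaled here, and the median log2FC of all genes over WT NS was -0.40 in WT 5dw and -0.43 in Act 5dw. Median-ratio scaling brought both medians to 0. Whether this shift is the whole of the offset was not tested. For Mmp9 the paper's fold is about 36 in Fig. 3h, read by eye, and the fold here 17. A pseudocount of 0.1 and the fit without WT NS replicate 1 fall within, and the other 19 do not. For Plod2 the paper's fold is about 8.2 in Fig. 3h, read by eye, and the fold here 5.23, with median-ratio scaling, quantile normalization and the fits without WT NS replicate 2, WT NS replicate 3 or Act 5dw replicate 1 within and the other 16 not. For Cthrc1 the paper's fold is about 83 in Fig. 3h, read by eye, and the fold here 53.4. A pseudocount of 0.1, median-ratio scaling, quantile normalization, array weights, the block of libraries with the same number and the fits without WT NS replicate 1, WT NS replicate 2 or Act 5dw replicate 3 fall within, and the other 13 do not. limma-voom, chosen after seeing the values, gave folds of 45.7 for Mmp9 and 59.2 for Cthrc1, which fall within, and 5.36 for Plod2, which does not, with 22 of 23 folds within in all. With median-ratio scaling added the folds were 84.4 for Cthrc1 and 7.48 for Plod2, within, and 66.7 for Mmp9 and 33.3 for Mmp13, not within, with 21 of 23 in all. Under both, 0 of the 23 genes lost their call by wounding. The mean log2FC of all 4 comparisons of 5dw with NS, an average chosen after seeing the values, gave folds of 62.2 for Cthrc1 and 6.38 for Plod2, within, and 20.2 for Mmp9, not within, with 22 of 23 in all. Ratios of mean RPKM values left 20 of 23 within.

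Of the percent increases in Act over WT wounds in Fig. 3h, 22 of 23 were within the paper's, that is of the same sign and closer than the SD of the replicates carried over to the percent (Spearman's rho 0.95). For Ltbp2 the paper's increase is about 5% in Fig. 3h, read by eye, and the value here -3.1%, from the mean of log2 values. The ratio of mean RPKM values, chosen after seeing the values, gave 3.19%, within, and left all 23 within. Quantile normalization and the fits without WT 5dw replicate 3 or Act 5dw replicate 1 fall within, and the other 18 do not, nor does limma-voom with or without median-ratio scaling.

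The paper's text counts Inhba among the significantly regulated genes of NS and 5dw, without a separate statement for 5dw. It calls Aspn and Postn strongly regulated in 5dw. Here the log2FC between Act 5dw and WT 5dw was 0.86, 0.63 and 0.37, higher in both Act libraries for each gene, and none of the 3 was a DEG in that comparison under any setting (adjusted p 0.687 to 1 for Inhba, 0.329 to 1 for Aspn and 0.651 to 1 for Postn). The paper also states that the WT NS baseline gave more matrix genes in Act 5dw. Over 4 lists of matrix genes, which are not the Matrisome, 8 of 84 genes had a 5% larger log2FC with the WT NS baseline. With the Act NS baseline 19 did, and 13 and 18 had a 5% larger linear fold. These counts were taken without scaling between libraries, where all genes had a median log2FC of -0.11 between Act NS and WT NS. That shift raises folds over Act NS, and it was 0.02 after median-ratio scaling. The counts therefore do not settle which baseline gives more matrix genes. Of the 23 genes of Fig. 3h, 14 had a 5% larger log2FC with the WT NS baseline and 9 with both, and 21 and 12 when the 5% was taken on linear folds, a change of scale. The paper reports that Act and WT wounds part particularly along PC2 and PC3. It adds that some samples differed as much as the genotypes did. Here PC1 was the only one of the first 3 on which both Act libraries lay above every WT library, with 25.3 and -1.37 against -2.57, -1.88 and -19.4.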

Other observations

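The gene lists, the rise of pan-immune markers and the other splits for the genes with a 5% larger induction were set in advance, and the tests of the other splits, thinned reads, the level of pan-immune markers, scaling without the top genes, simulated values and shared sequences were chosen only after the results were seen.

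The difference between the tissues was weighed against several technical explanations. Over both genotypes 7990 genes were DEGs between the 5 5dw and the 6 NS libraries, and of 100 drawn splits of the 462 possible 1 of 100, the real one, gave as many. The highest of the others gave 6146, so chance is excluded. For WT 5dw against WT NS, and for WT 5dw against Act NS, 1 of 10 splits, the real one, gave as many DEGs and the others gave 0. With 10 splits a share under 0.1 cannot be reached. With the WT 5dw reads thinned to the depth of Act 5dw, a median of 6940.5 DEGs was found between WT 5dw and WT NS, so the greater depth of WT 5dw is no explanation. Of the pan-immune markers, 9 reached at most 0.851 in any library, which argues against immune cell RNA as the source of most of the difference. A small amount of it cannot be told apart from wounding, since the markers go both ways: tested without the filter, the 10 pan-immune markers did not differ between WT 5dw and WT NS (5 of 10 higher, median log2FC -0.04, camera, unadjusted p of 0.289), while the neutrophil markers (9 of 10 higher, median 0.13, camera adjusted p = 0.00051) and, with the filter, the macrophage markers (3 of 4, 0.59, camera adjusted p = 0.0198, fry adjusted p = 0.00702) were higher in WT 5dw. Most DEGs were lower in 5dw. Scaling the libraries without the top 100 genes moved the median log2FC of all genes from -0.40 to -0.22, with 1663 DEGs higher and 4200 lower, so a few abundant genes are not the whole cause of the imbalance. Whether total RNA per cell differs between the tissues was not tested, and an effect of wounding stays open.

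In NS, 2 of 10 splits, the real one included, gave at least as many DEGs as the genotypes. The other, WT NS replicates 1 and 3 with Act NS replicate 1 against the rest, gave 51. Of the 4 splits that part all 3 pairs of libraries with the same number, the real one alone gave as many, and the others gave 0. Chance cannot be excluded, because 10 splits cannot give a share under 0.1.

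The number of genes with a 5% larger induction in Act wounds, 247, was reached by 8 of 10 splits of the wound libraries, the real one included. The others ranged from 193 to 597. Of the 4 splits that part both pairs of libraries with the same number, 3 had as many. The number cannot be told apart from chance, since most splits of the same libraries gave as many genes. It was no excess over simulated values without an effect of the genotype either, which gave 428 to 487 over 20 draws. Those draws vary each gene on its own, without shifts shared within a library, so they do not show a deficit. The number also depended on the scaling, with 757 after median-ratio scaling, for which no values were simulated. An effect of the genotype on the induction of single genes stays open.

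Among the 50 genes with the smallest p between Act 5dw and WT 5dw, 19 share at least 50% of their 31-base sequences with other genes, against 632 (5.44%) of the 11607 tested genes with a value (Fisher's exact test, p = 4.58e-12), and 15 are pseudogenes, against 2.6% of all. Of the 10 splits of the wound libraries 3 had as many such genes among their 50 smallest p-values. A candidate explanation is that reads of near-identical copies were divided differently between libraries, whatever their genotype. This cannot be told apart from chance or from the genotype with 10 splits. Of the same size, the top 50 between Act NS and WT NS held 4 such genes and that between WT 5dw and WT NS 1.

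The remaining gene lists gave the following values. In WT 5dw against WT NS, 21 of 23 proliferation genes were higher (median log2FC 1.15, 1.55 above all genes, camera adjusted p = 3.01e-16) and 23 of 24 replication-dependent histone genes (median 1.14, 1.54 above all genes, camera adjusted p = 3.01e-16), and both lists also passed fry. Of the 4 Schwann cell markers tested none was higher (median -1.36, -0.96 from all genes, camera adjusted p = 0.224, fry adjusted p = 0.00116), nor was any of the 4 haemoglobin genes (median -1.82, camera adjusted p = 0.301, fry adjusted p = 0.0278) or of the 10 skeletal muscle markers (without the filter, median -0.42, camera adjusted p = 0.0631). The 79 ribosomal protein genes had a median of -0.24, which is 0.16 above all genes (camera adjusted p = 0.754), the 15 mitochondrially encoded genes of -0.44 (-0.04 from all genes, camera adjusted p = 0.934, fry adjusted p = 0.0401) and the 15 dissociation-response genes of -0.32 (0.08 above all genes, camera adjusted p = 0.482). The 11 small leucine-rich proteoglycans had a median of -0.73 (camera adjusted p = 0.602, upward), and the medians of the endothelial, pericyte, adipocyte and T cell markers were -0.03, -0.15, -0.47 and -0.12, none with a camera call, though fry called the adipocyte markers (adjusted p = 0.0278). The 3 activin receptors tested had a median of -0.71 (camera adjusted p = 0.754, fry adjusted p = 0.0112) and the 14 fibroblast markers of 0.08 (camera adjusted p = 0.0612). Over the 69 tests the median and camera differed in sign in 19 and the median and mean in 5. Camera ranks a list against all genes, whose median lay below 0 in these comparisons.

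In NS, camera also called as different between the genotypes the collagen genes (20 of 34 higher, median 0.07, adjusted p = 0.00027), the matrix metalloproteinases (6 of 11, 0.18, adjusted p = 0.0198), the proliferation genes (13 of 23, 0.05, adjusted p = 0.0104), the histone genes (14 of 24, 0.08, adjusted p = 0.00027), the keratinocyte markers (13 of 14, 0.49, adjusted p = 1.6e-05), the mitochondrially encoded genes (3 of 15, -0.34, adjusted p = 0.0331) and the haemoglobin genes (0 of 4, -0.97, adjusted p = 0.0145). None of these 7 passed fry. Without the filter the calls of the matrix metalloproteinases (adjusted p = 0.0124) and the keratinocyte markers (0.00611) were kept, and those of the collagen (0.0507), proliferation (0.241), histone (0.0933), mitochondrially encoded (0.0618) and haemoglobin genes (0.113) were lost. The skeletal muscle markers (1 of 10, -0.20, adjusted p = 0.000686), collagen processing and cross-linking (6 of 29, -0.14, adjusted p = 0.0445) and the ribosomal protein genes (7 of 83, -0.13, adjusted p = 0.0445) were then called. In 5dw camera called the proliferation genes (0 of 23 higher in Act, median -0.21, adjusted p = 0.00136, fry adjusted p = 0.764) and the pericyte markers (7 of 9, 0.19, adjusted p = 0.0342, fry adjusted p = 0.782). Without the filter the proliferation genes stayed called (adjusted p = 0.000921), the chemokines (10 of 34, -0.11, adjusted p = 0.0058) and the neutrophil markers (2 of 10, -0.11, adjusted p = 0.0445) were called, and the pericyte markers and the small leucine-rich proteoglycans were not (adjusted p = 0.164 for each). The call of the proliferation genes was lost without WT 5dw replicate 1 (unadjusted p of 0.197), without Act 5dw replicate 1 (unadjusted p of 0.224), with the stricter filter (unadjusted p of 0.261) and with an estimated correlation (unadjusted p of 0.336). All 4 Y-linked genes were at 0 in every library, and Xist had a mean RPKM of 33.6 in NS and 27.7 in 5dw.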
